# High-fat diet induces C-reactive protein secretion, promoting lung adenocarcinoma via immune microenvironment modulation

**DOI:** 10.1242/dmm.050360

**Published:** 2023-11-09

**Authors:** Wei-Lun Hsu, Yun-Ting Hsieh, Wei-Ming Chen, Min-Hui Chien, Wei-Jia Luo, Jung-Hsuan Chang, Kevin Devlin, Kang-Yi Su

**Keywords:** Lung cancer, Mutant EGFR transgenic mice, High-fat diet, Tumor microenvironment, CRP

## Abstract

To understand the effects of a high-fat diet (HFD) on lung cancer progression and biomarkers, we here used an inducible mutant epidermal growth factor receptor (EGFR)-driven lung cancer transgenic mouse model fed a regular diet (RD) or HFD. The HFD lung cancer (LC-HFD) group exhibited significant tumor formation and deterioration, such as higher EGFR activity and proliferation marker expression, compared with the RD lung cancer (LC-RD) group. Transcriptomic analysis of the lung tissues revealed that the significantly changed genes in the LC-HFD group were highly enriched in immune-related signaling pathways, suggesting that an HFD alters the immune microenvironment to promote tumor growth. Cytokine and adipokine arrays combined with a comprehensive analysis using meta-database software indicated upregulation of C-reactive protein (CRP) in the LC-HFD group, which presented with increased lung cancer proliferation and metastasis; this was confirmed experimentally. Our results imply that an HFD can turn the tumor growth environment into an immune-related pro-tumorigenic microenvironment and demonstrate that CRP has a role in promoting lung cancer development in this microenvironment.

## INTRODUCTION

The increase in the overweight and obese population is a critical public health concern. According to the World Health Organization (WHO), ∼1 billion people were obese in 2022, including 650 million adults, 340 million adolescents and 39 million children (WHO, 2022). Obesity, as a consequence of imbalance between energy intake and energy expenditure, is caused by high-calorie uptake combined with lack of exercise. Comorbidities associated with the progression of obesity include hyperlipidemia, hypertension, cardiovascular disease, nonalcoholic fatty liver disease, chronic kidney disease, type II diabetes and cancers (GBD 2015 Obesity Collaborators et al., 2017; Lauby-Secretan et al., 2016; Lin and Li, 2021). Obesity is highly correlated with the progression and deteriorative clinical outcomes of breast, colon, liver, kidney, prostate and lung cancers (Chow et al., 2000; Hsing et al., 2007; Majed et al., 2008; Yang et al., 2017). Although the detrimental effects of obesity and overweight on health are well known from observational or epidemiological studies (Lin and Li, 2021), how a high-fat diet (HFD) is connected to cancer progression remains unclear.

Lung cancer is among the most prevalent cancer types worldwide and is a leading cause of cancer-related death in the United States, accounting for ∼350 fatalities daily (Ferlay et al., 2015; Siegel et al., 2022). Cigarette smoking is the primary etiology of lung cancer, but other risks, such as dietary factors, may also promote lung cancer over a long period (Sridhar, 1999; Alberg et al., 2013; Mithoowani and Febbraro, 2022; Herbst et al., 2018). The role of HFD in lung cancer progression is controversial. Some studies concluded that a high body mass index (BMI) was associated with reduced lung cancer risk (Mavridis and Michaelidou, 2019; Bhaskaran et al., 2014). However, according to other studies, the increase in the obese population was associated with increased lung cancer incidence rates and worse survival rates (He et al., 2017; Yu et al., 2018; Barbi et al., 2021). In animal experiments, HFD played a role in triggering pro-tumorigenic pathway activation and increased cancer metastasis through multistep processes, such as migration, invasion and angiogenesis (Scholar et al., 1989; Yan and DeMars, 2010; Shi et al., 2021; Kimura and Sumiyoshi, 2007). HFD-induced lipid droplets and adipocyte development have also been reported to support lung cancer cell growth, survival and migration (Lung et al., 2022; Li et al., 2018). Understanding the effects of HFD on lung cancer and its underlying signatures is thus crucial for improving clinical cancer management and monitoring.

Recent studies have suggested that an HFD promotes cancer progression by altering the microenvironment for cancer development. Nadella et al. (2018) reported that dietary fat stimulated cancer growth and fibrosis in the microenvironment through cholecystokinin receptors, while Tang et al. (2023) found that an HFD in early life altered Wnt signaling pathways in the mammary microenvironment, which further adjusted the tumor environment into an inflammatory state, contributing to breast cancer tumorigenesis. Furthermore, using a mutant K-RAS transgenic mouse model, Schulz et al. (2014) demonstrated that an HFD could promote intestinal carcinogenesis by altering the microbial community. These studies thus indicated that a tumor-favorable microenvironment is vital for tumor progression and development. A chronic inflammatory microenvironment supports lung cancer cell development and metastasis ability (O'Callaghan et al., 2010; Tan et al., 2021). In addition, chronic inflammation has been reported to be associated with obesity (Ellulu et al., 2017; Rodríguez-Hernández et al., 2013). Although evidence regarding a relationship between obesity, lung cancer and chronic inflammation is accumulating, many aspects including the underlying molecular mechanisms have yet to be clarified.

We here focused on mutant epidermal growth factor receptor (EGFR)-driven lung cancer, which is common in non-smokers or light smokers in East Asia. A genetically engineered inducible EGFR L858R transgenic mouse model, identified as a model of human lung cancer development that can be used to assess the effectiveness of drugs (Taguchi et al., 2011; Politi et al., 2010), was used for investigating lung cancer progression in mice with or without an HFD. According to our results from cytokine and adipokine arrays, C-reactive protein (CRP) is a highly correlative factor in HFD groups. CRP is not only synthesized primarily in the liver but also in other cells, such as macrophages, lymphocytes, smooth muscle cells and adipocytes. It is well recognized as a biomarker of acute inflammation that can increase up to 1000-fold during infectious or inflammatory processes (Pepys and Hirschfield, 2003; Sproston and Ashworth, 2018). CRP has recently been demonstrated to be related to chronic inflammation and diseases (Luan and Yao, 2018). In addition, many correlation studies on CRP and lung cancer have demonstrated that elevated CRP levels are associated with increased lung cancer risk (Chaturvedi et al., 2010; Ji et al., 2022), and it has been suggested that CRP is a pre-diagnostic marker for lung cancer (McDonald et al., 2019; Chaturvedi et al., 2010; Xiao et al., 2019; Muller et al., 2019). However, few observational studies have shown that CRP affects lung cancer progression. Based on our results, we identified CRP as a valuable HFD-induced modulator that can facilitate lung cancer progression, and suggest that it could serve as a potential target for lung cancer monitoring and therapy.

## RESULTS

### HFD promotes lung cancer development in doxycycline-inducible lung cancer mice

To investigate the effects of HFD on lung cancer progression, adult male 6-week-old inducible transgenic mice were randomly separated into four groups (*n*=6 each): experimental groups, HFD lung cancer (LC-HFD) and regular diet (RD) lung cancer (LC-RD); and control groups, HFD and RD (Fig. 1A). The LC-HFD group consisted of transgenic mice (CC10-rtTA/tet-O-EGFR-L858R) treated with an HFD for 2 weeks, followed by induction with an HFD containing doxycycline (Dox) for 8 weeks. The LC-RD group consisted of transgenic mice (CC10-rtTA/tet-O-EGFR-L858R) treated with an RD for 2 weeks, followed by induction with an RD containing Dox for 8 weeks. As controls, the HFD and RD groups consisted of transgenic mice (CC10-rtTA) treated with HFD and RD for the first 2 weeks, then fed HFD+Dox and RD+Dox, respectively, for another 8 weeks. At the end of the experiment, lungs of mice from all groups were collected for histological analysis, immunohistochemical (IHC) analysis and RNA extraction. Their plasma samples were also collected for further analysis. To evaluate the effects of the HFD, the macroscopic appearance of the lungs and body weight were observed and recorded during the experiments. Compared with the RD group, the HFD group exhibited a significant increase in body weight (Fig. 1B,C). Compared with the LC-RD group, the body weight of the LC-HFD group increased significantly at the early induction stage but decreased notably at the late induction stage, presumably due to tumor overgrowth (Fig. 1D). Images obtained after dissection revealed that the mouse lung was enlarged in the LC-HFD and LC-RD groups compared with the control groups owing to lung cancer induction (Fig. 1E). In the mice with lung cancer induction, those fed an HFD had significantly increased lung weight compared with that of those fed the RD (Fig. 1F). However, the lung weight of the HFD and RD groups did not exhibit statistically significant differences (Fig. 1F). These results demonstrate that HFD can exacerbate lung cancer development.

**Fig. 1.**
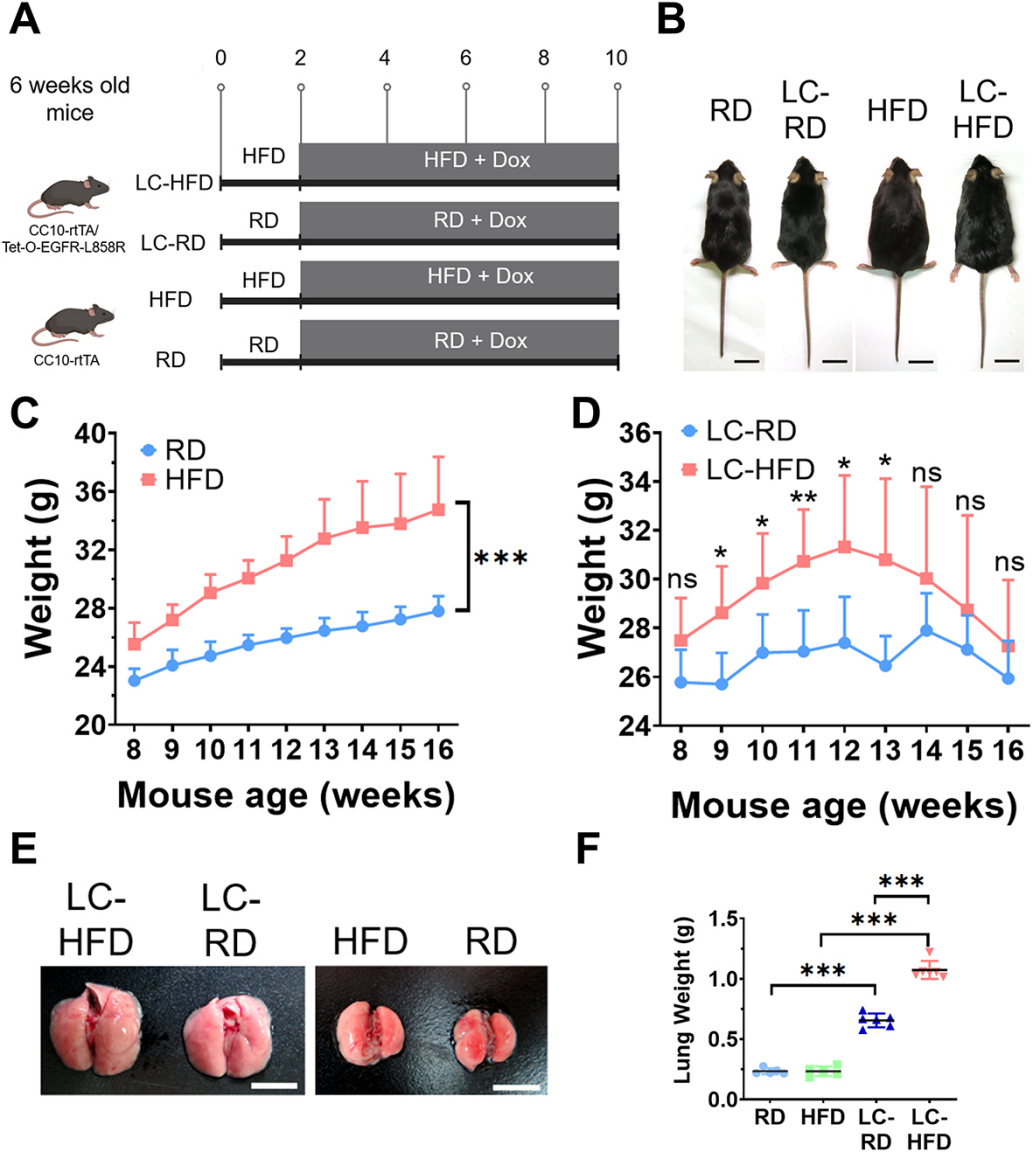
**HFD promotes lung cancer progression in the mutant EGFR-driven transgenic mouse model.** (A) Schematic of the experimental animal design. Six-week-old adult transgenic mice were randomly divided into four groups: LC-HFD, LC-RD, HFD and RD. LC-HFD and LC-RD mice had double transgenes (CC10-rtTA/Tet-O-EGFRL858R). They were fed an HFD or RD for 2 weeks and then switched to HFD+Dox or RD+Dox, respectively, for 8 weeks. HFD and RD mice had a single transgene (CC10-rtTA). They were fed an HFD or RD for 2 weeks and then switched to HFD+Dox or RD+Dox, respectively, for 8 weeks. Mutant EGFR-driven lung cancer was induced by Dox. (B) Representative photographs of mice at the end of the experiments. Scale bars: 2 cm. (C) Growth curve of mice in the HFD and RD groups (*n*=6 for each group). (D) Growth curve of mice in the LC-HFD and LC-RD groups (*n*=6 for each group). (E) Representative photographs of mouse lungs from each group. Scale bars: 1 cm. (F) Lung weight measurements of mice from each group at the end of the experiments. Results are shown as mean±s.d. Two-way ANOVA was used for statistical analysis in C; unpaired two-tailed Student's *t*-test was used for statistical analysis in D and F. ns, not significant; *P<0.05; **P<0.01; ***P<0.001. Dox, doxycycline; HFD, high-fat diet; LC, lung cancer; RD, regular diet.

### HFD promotes mutant EGFR-driven lung tumorigenicity

To further investigate the tumor burden of each group, we performed histopathological analysis of the mouse lungs (Fig. 2). Hematoxylin and Eosin (H&E) staining indicated that the HFD could significantly increase the severity of lung tumor burden compared with the RD in mice with lung cancer induction (Fig. 2A). IHC analysis of EGFR and thyroid transcription factor-1 (TTF-1), a sensitive marker of primary lung adenocarcinomas (Reis-Filho et al., 2000), showed significant enhancement in LC-HFD mice compared with LC-RD mice, which confirmed the H&E results (Fig. 2B). To test whether the tumor burden was a consequence of EGFR L858R expression, western blotting was performed. Increased protein levels of total and phosphorylated (p-)EGFR were found in the LC-HFD group compared with those in the LC-RD group using antibodies against EGFR L858R and p-EGFR, respectively (Fig. 2C). Moreover, mRNA expression of the proliferation marker, *Ki67* (*Mki67*), was identified as being more upregulated in the LC-HFD lungs than in the LC-RD lungs by quantitative PCR (qPCR) analysis (Fig. 2D). Thus, an HFD can increase lung tumor burden and progression in the mutant EGFR-driven mouse model.

**Fig. 2.**
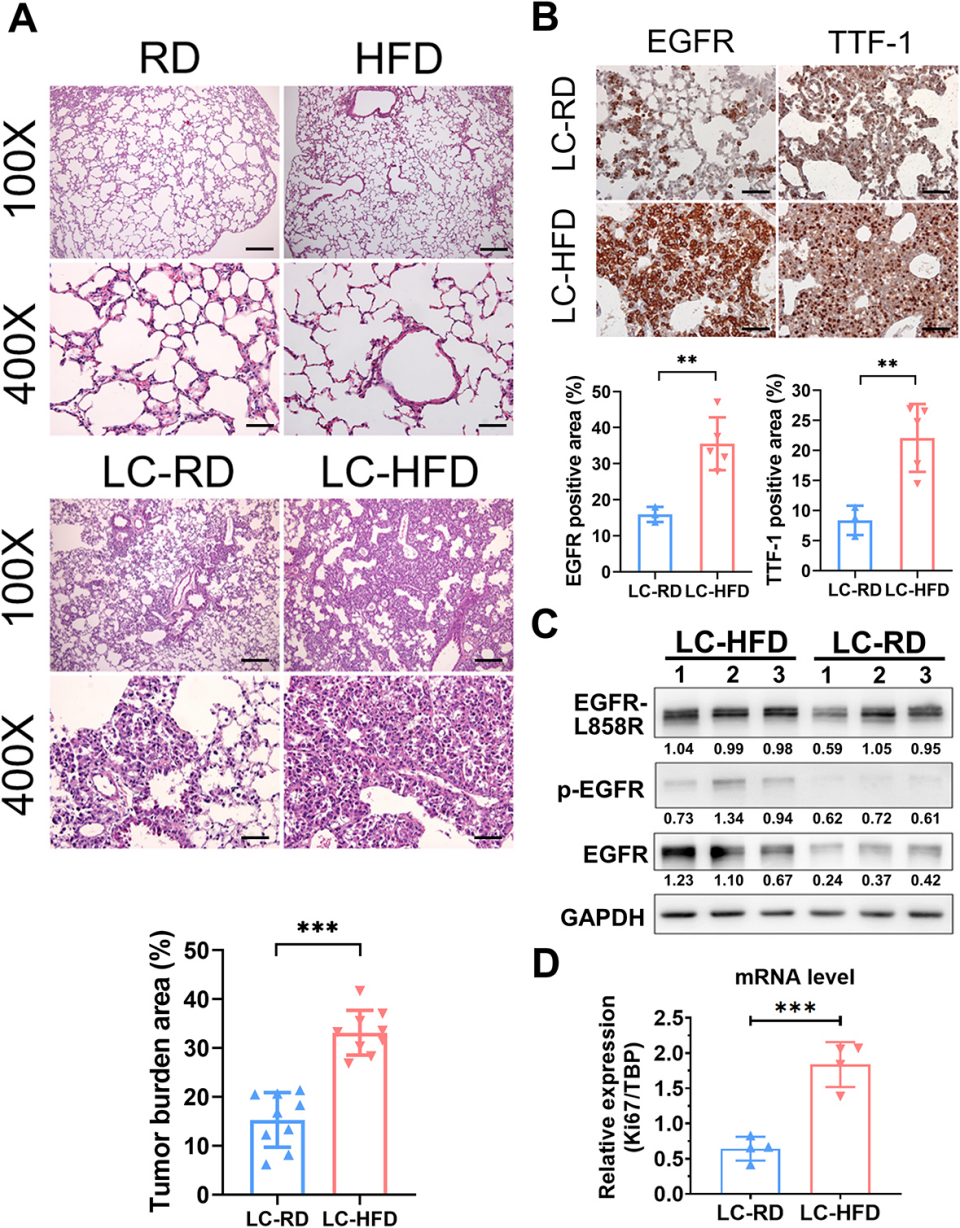
**Histopathological analysis and molecular characterization of lung tumor tissues in mice.** (A) Top panel: representative H&E staining of lungs from each group of mice at the end of the experiments. Scale bars: 100 μm (100×); 25 μm (400×). Bottom panel: quantification of tumor burden in LC-HFD and LC-RD mice (*n*=9 for each group). (B) Top panel: immunohistochemical analysis of EGFR and TTF-1 for evaluating tumor burden. Scale bars: 25 μm. Bottom panel: quantification of EGFR- and TTF-1-positive area in LC-HFD (*n*=5) and LC-RD (*n*=3) mice. (C) Western blot analysis of EGFR expression and activity. The quantified protein levels relative to GAPDH internal control are indicated below bands. (D) Quantification of *Ki67* mRNA levels for evaluating proliferative tumor cells in the LC-HFD and LC-RD groups (*n*=4 for each group). Results are shown as mean±s.d., and unpaired two-tailed Student's *t*-test was used for statistical analysis. **P<0.01; ***P<0.001.

### Immune response and cytokine stimulation signaling are enriched in LC-HFD mice

To elucidate the potential biological process and underlying mechanisms through which HFD exacerbates lung cancer, a cDNA expression array was used and analyzed, comparing the LC-HFD and LC-RD groups. 

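Expression was measured in lung RNA from 3 LC-HFD and 3 LC-RD mice, with 1 Affymetrix mouse genome array for each mouse. In these mice doxycycline turns on a mutant human EGFR in the airway epithelium through the CC10 promoter. According to the paper, the mice were 6 weeks old at the start, ate HFD or RD for 2 weeks and then ate the same diet with doxycycline for 8 weeks. The sample labels describe diet until 8 weeks and then 7 weeks of doxycycline, at 625 ppm in the diet and 2 mg/ml in the water. They give 60% of energy from fat for HFD. The labels call the groups HFD+Dox and RD+Dox, and they were taken as LC-HFD and LC-RD because the labels give the mutant EGFR model and the legend of Fig. 3 these 2 groups.

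The array reads a transcript with sets of short probes, so 1 gene can have several probe sets that target different parts of its transcripts. The authors deposited 1 log2 value per probe set and array for 45101 probe sets, after GCRMA according to the submitters' processing notes. Across the 6 arrays the median log2 value lay between 4.79 and 4.84, and 34.9% to 36.2% of probe sets reached a log2 value of 6. The spread between mice of a group was small, with a median SD of 0.137 log2 units in LC-HFD and 0.0944 in LC-RD. Pearson's correlation between arrays was 0.983 to 0.987 across the groups, 0.993 to 0.994 within LC-HFD and 0.996 to 0.998 within LC-RD. Precision is limited by the 3 arrays per group and not by the number of probes.

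Each of the 45037 probe sets other than controls was compared between the groups with limma, and p was adjusted by the Benjamini-Hochberg method. A probe set was called when its adjusted p was under 0.05 and its change over 2-fold. In the annotation used here 34958 probe sets belong to 1 gene, 932 to several and 9211 to none, and only the first kind was given a gene name. Gene lists held 1 probe set per gene, the one with the highest mean log2 value, for 18193 genes. They were tested with camera, part of limma, at a preset correlation between genes of 0.01. Errors are SDs between mice and n is 3 per group unless given otherwise.

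The arrays also carry probe sets for RNA that does not come from the mouse. Hybridization controls, bacterial and phage sequences added just before hybridization, were higher on the LC-HFD arrays. The mean of their 18 probe sets was 11.5 ± 0.0254 in LC-HFD and 10.0 ± 0.0168 in LC-RD, a difference of 1.48 log2 units, and all 18 passed. The difference was 1.92 for BioB, 1.74 for BioC and 0.65 for CreX. Poly-A controls, bacterial sequences of the kind added before labeling, were lower by −0.42, with 17 of 24 probe sets passing. The 3 probe sets for 18S rRNA read 7.61 ± 0.0693 in LC-HFD and 12.5 ± 0.0164 in LC-RD, a difference of −4.92. Beta-actin differed by 0.03 (exact permutation p = 0.2, two-sided) and Gapdh by 0.24 (exact permutation p = 0.1, two-sided), with 0 of 3 and 2 of 3 probe sets passing by limma. With 3 against 3 arrays an exact p cannot be smaller than 0.1. Hybridization controls, poly-A controls and 18S rRNA separated the LC-HFD from the LC-RD arrays without overlap. Each difference between the groups given below is thus also a difference between 2 sets of arrays. Diet and array handling cannot be told apart, however small a p-value is.

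**Figure D1:**
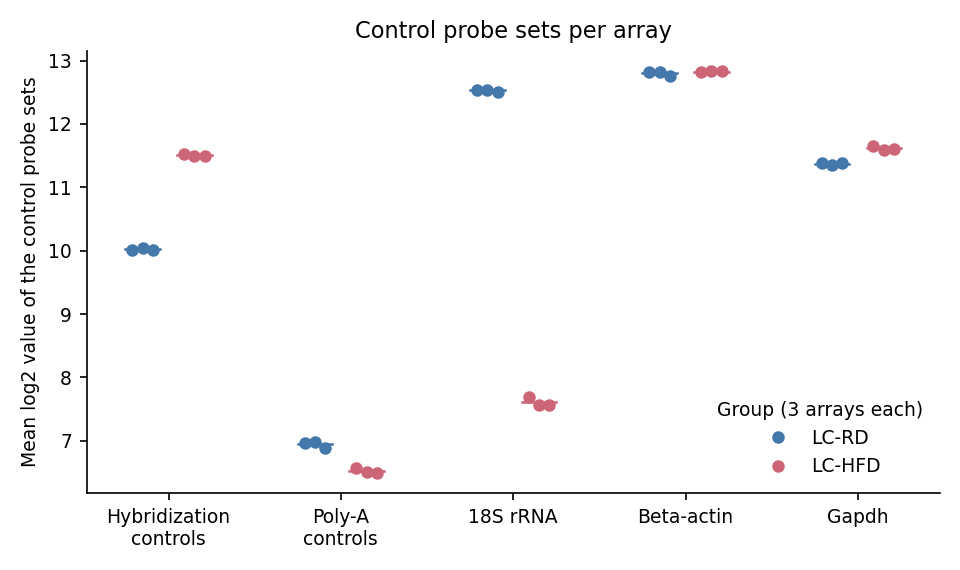
Mean log2 value of 5 kinds of control probe sets on each array, with LC-RD in blue and LC-HFD in red. Each point is 1 array and each line the mean of 3 arrays; the groups lie apart for hybridization controls, poly-A controls, 18S rRNA and Gapdh and together for beta-actin.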

Based on the results from the transcriptomic profiling of LC-HFD mice (Fig. 3), distinct clusters corresponding to the LC-HFD or LC-RD groups were identified in the principal component analysis (Fig. 3A). 

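The LC-HFD and LC-RD lungs lay at opposite ends of the first principal component. The 3 LC-HFD lungs had coordinates of 31.7, 44.2 and 38.7 (mean 38.2 ± 6.29), and the 3 LC-RD lungs −37.8, −42.3 and −34.4 (mean −38.2 ± 3.98). This component held 64.0% of the variance over 45037 probe sets, and the group accounted for 98.7% of the spread along it. The 3 LC-HFD lungs differed more from one another than the 3 LC-RD lungs did. On components 2 and 3, with 12.6% and 11.5% of the variance, the SD among LC-HFD lungs was 29.3 and 28.1, against 2.86 and 1.54 among LC-RD lungs. The values were centered and not scaled, and no test was applied to the coordinates.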

To understand the potential biological changes, the complete gene expression dataset was subjected to gene set enrichment analysis (GSEA) (Subramanian et al., 2005). 

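Some genes that interferon turns on were higher in the lungs of LC-HFD mice. Here too diet cannot be told apart from array handling. Of 83 measured genes of an IFN-α response list, 30 were higher, 5 were lower and 48 did not pass (34 higher and 10 lower when adjusted over the list alone). Oas1a, Oasl2 and Bst2, which act against viruses in infected cells, were among the largest. Oas1a read 8.18 ± 0.0248 in LC-HFD and 7.18 ± 0.0271 in LC-RD, a log2 difference of 0.99 (standard error 0.0672, limma adjusted p = 0.000260). Oasl2 rose by 1.18 and Bst2 by 0.87, while Lpar6, a lipid receptor, fell by 0.92. The list had a median of 0.14 and passed with camera (adjusted p = 0.00150; adjusted p = 0.254 with an estimated correlation). Its mean was higher in all 3 LC-HFD lungs than in any LC-RD lung, and so were those of the IFN-γ, complement and coagulation and IL-6/JAK/STAT3 lists.

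Among 178 genes of an IFN-γ response list, 45 were higher, 21 lower and 112 did not pass (51 higher and 25 lower over the list alone), and 66 of the genes are also in the IFN-α list. Oas2 rose by 1.24 and Oas3 by 1.10, and Sspn, which encodes the membrane protein sarcospan, fell by 1.26 (−0.61 on its other probe set). The list had a median of 0.06 and did not pass (camera adjusted p = 0.105).

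Complement and coagulation genes moved both ways, with 27 of 142 higher, 20 lower and 95 not passing (34 higher and 20 lower over the list alone). Mmp12, an elastase of macrophages, rose by 1.19, and Apoc1 fell by 1.02. Spock2 gave 1.17 on its brightest probe set and −0.63 on the other, and Phex −1.22 and 0.06. Complement proteins and their regulators alone had 8 higher and 4 lower genes among 36 (9 and 4 over the list alone). C1qb and C1qc, subunits of the first complement component, rose by 0.62 and 0.53, and Clu, which encodes clusterin, rose by 0.79. Camera gave an adjusted p of 0.190 for the longer list (median 0.03) and 0.0815 for the shorter (median 0.15).

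In an IL-6/JAK/STAT3 list of 82 genes, 15 were higher, 9 lower and 58 did not pass (17 higher and 9 lower over the list alone). Tgfb1 rose by 1.93 on its brightest probe set, with 0.15 on the other, and the chemokine Cxcl13 by 0.73. Il6 itself, at 5.11 ± 0.277 in LC-RD, fell by 0.91 (standard error 0.146, adjusted p = 0.00538), and Csf2, which encodes the growth factor GM-CSF, fell by 1.56. This list had a median of 0.13 and an adjusted p of 0.0590.

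The calls for the last 3 lists depend on the test. A running-sum test in the style of GSEA passed the IFN-γ list (adjusted p = 0.0207; 0.00260 to 0.548 over all alternatives) and the IL-6/JAK/STAT3 list (0.0480; 0.00870 to 0.714). Camera passed complement and coagulation among genes with a mean log2 value of at least 6 (0.0124; 0.0124 to 0.609).

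**Figure D2:**
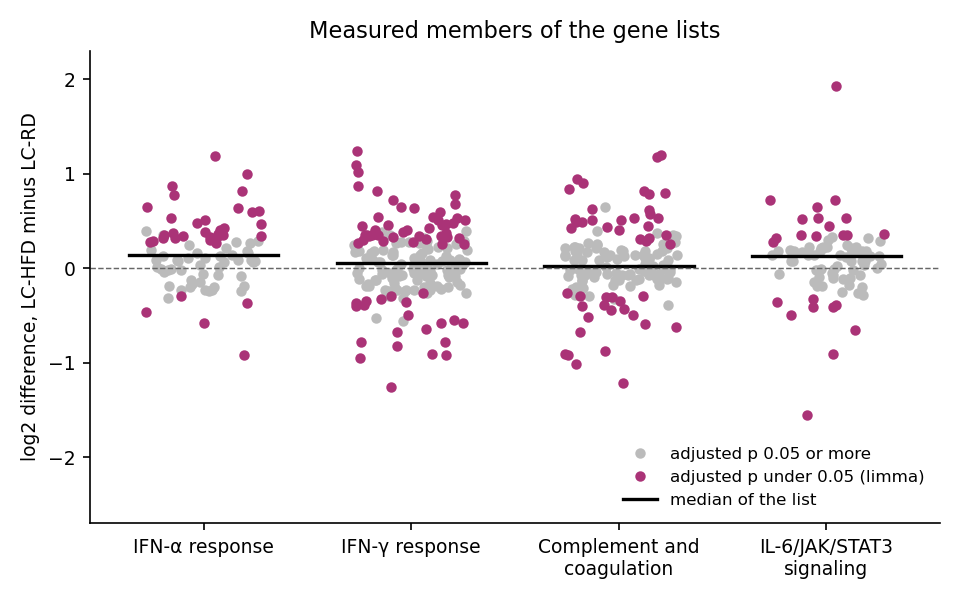
Log2 difference between LC-HFD and LC-RD (vertical axis) of the measured genes of 4 lists; each point is 1 gene, colored where limma adjusted p is under 0.05. Black lines are list medians, all near 0 with genes above and under them.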

Several critical gene set hallmarks and their corresponding gene expressions, including IFN-α response, IFN-γ response, complement and IL-6/JAK/STAT3 signaling, were positively enriched in the LC-HFD mice, suggesting that HFD helps cancer cells create a microenvironment related to immune and cytokine signaling and thus promotes cancer cell growth (Fig. 3B). Analysis of differentially expressed genes revealed that 519 genes (298 upregulated and 221 downregulated) (LC-HFD versus LC-RD, Fig. 3C; Table S1) exhibited a significant change (greater than twofold, *P*<0.05, unpaired two-tailed Student's *t*-test, based on false discovery rate). 

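The imprinted gene Nnat was among the largest increases in LC-HFD lungs. It read 8.22 ± 0.0642 in LC-HFD and 6.03 ± 0.0701 in LC-RD, a log2 difference of 2.19 (standard error 0.0771, limma adjusted p = 2.84e-05). Rgs5, a gene of pericytes, rose by 2.17. The ribonuclease gene Rnase2a was higher too (5.06 ± 0.161, adjusted p = 5.01e-05), but at 2.53 in LC-RD it lay close to background, so the size of its change is uncertain. The largest decreases included Ppbp (−2.27), a chemokine of platelets, and Rgs1 (−2.50), a regulator of G-protein signaling in lymphocytes.

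Other genes with large changes have probe sets that differ from one another. Socs2, a suppressor of cytokine signaling, fell by 3.50 on 1 probe set (3.62 ± 0.135 against 7.11 ± 0.0353, standard error 0.0887, adjusted p = 1.20e-05), while its probe sets ranged up to 0.09. Aldh2, an aldehyde dehydrogenase, ranged from −3.50 to 0.15, Id2 from −2.94 to −0.42 (adjusted p = 3.95e-05 for the lowest) and 1810014B01Rik from −3.58 to −0.17. Tmem100 ranged from −3.33 to −0.76, Lrat, which stores retinol, from −2.42 to −0.78, and Sik1 from −2.38 to −0.43. The lowest values of Aldh2, Id2, Tmem100 and Sik1 rest on LC-HFD levels of 2.86, 3.33, 2.76 and 2.72, close to background, so their sizes are uncertain. Pde4b, a phosphodiesterase that breaks down cyclic AMP, fell by 3.12 on 1 probe set and rose by 1.01 on its brightest. Among increases, the range was 0.20 to 2.36 for Cfl1, −0.24 to 2.25 for Actn1 and 0.35 to 2.23 for Mical2, which all act on actin. It was 0.50 to 2.48 for the phosphatase gene Ptprj, 0.65 to 2.32 for Selenow and 0.31 to 2.25 for the noncoding RNA Meg3.

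In all, 781 probe sets were called, 302 higher and 479 lower in LC-HFD, which is 1.73% of those tested. The median change was 2.36-fold among the higher and 2.26-fold among the lower, and 20 and 26 changed over 4-fold. In every called probe set the 3 LC-HFD values lay apart from the 3 LC-RD values, as they did in 43.8% of all probe sets, where chance gives 10%. Of the called probe sets 597 belong to 1 gene, and 541 genes had at least 1. By adjusted p alone 11259 probe sets passed, 5116 higher and 6143 lower. That total was 5816 without LC-RD replicate 2 and 2676 with the 3' minus 5' signal of control genes as a covariate.

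All 519 probe sets of Table S1 are in the deposited values with the same direction, 459 of them called, and 322 probe sets called here are not in the table. Counted by each gene's brightest probe set, 110 genes were higher and 195 lower (305 in all), and among probe sets with a mean log2 value of at least 6 the count was 287, 148 higher and 139 lower.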

Genes with significant fold changes were used for the cluster analysis. 

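The 3 LC-HFD lungs formed 1 branch and the 3 LC-RD lungs the other, so all 6 lungs were placed with their own group. Over the 781 called probe sets, the distance was at most 0.109 between lungs of a group and at least 1.94 between groups. Those probe sets were chosen because they differ between the groups, so this tree could hardly come out another way. Over all 45037 probe sets, which were not chosen, the 6 lungs also fell into the 2 groups, which differ in array handling as well as in diet. Distances were then 0.603 to 0.683 among LC-HFD lungs, 0.289 to 0.488 among LC-RD lungs and at least 1.57 between the groups. Distance was 1 minus Pearson's correlation of centered log2 values, with average linkage.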

Unsupervised hierarchical clustering of gene expression values revealed segregation between the LC-HFD and LC-RD groups (Fig. 3D). For the prediction of potential signaling pathways, genes with fold changes of more or less than two were analyzed using Ingenuity Pathway Analysis (IPA) software. Twenty-six significant canonical pathways were identified based on the criteria of *P*<0.05 and z-score >2 or <−2 (Fig. 3E; Table S2). Among these pathways, the presence of PI3K/AKT signaling, HOTAIR regulatory pathway, Gαq signaling, ERK/MAPK signaling, regulation of eIF4 and p70S6K signaling, CDK5 signaling, small cell lung cancer signaling and PTEN signaling implied that an HFD promoted lung cancer development by regulating cell cycle and proliferation signaling pathways. In addition, three immune response-related pathways were identified, including NF-κB activation by viruses, IL-17A signaling in airway cells and PEDF (SERPINF1) signaling, which suggested that a chronic inflammatory microenvironment was formed owing to immune modulation. 

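Most genes of a cell cycle list were lower in LC-HFD lungs. Of 69 measured cell cycle genes, 54 were lower, 0 were higher and 15 did not pass by limma (58 lower and 1 higher when adjusted over the list alone). Mki67, which encodes the proliferation marker Ki67, read 8.15 ± 0.0818 in LC-HFD and 8.70 ± 0.0740 in LC-RD, a log2 difference of −0.55 (standard error 0.0807, adjusted p = 0.00406). The paper's qPCR gave the opposite direction, with higher Mki67 RNA in LC-HFD lungs. On the arrays the kinase genes Melk and Pbk fell by 1.27 and 1.25. Dtl, which helps control DNA replication, fell by 1.35 on its brightest probe set, and its 6 probe sets ranged up to −0.02. The list had a median of −0.61 and a camera adjusted p of 1.07e-18, or adjusted p = 0.0553 with an estimated correlation. The shift was smaller in a Reactome set of the mitotic cell cycle. Of its 376 measured genes 142 were lower and 22 higher, with a median of −0.19. Camera gave that set an adjusted p of 1.64e-07, or adjusted p = 0.0981 with an estimated correlation.

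Genes of growth signaling moved both ways. The integrin genes Itga5 and Itga3 rose by 1.78 and 1.55 (1.32 on the brightest of Itga3), and Pik3cd, a catalytic subunit of PI3K, rose by 1.05. Other probe sets ranged down to −0.30 for Itga5 and −0.03 for Pik3cd. The integrin gene Itga8 fell by 1.05 (−0.87 on its brightest), Rasd1, a Ras-like protein, by 1.19, and Rgs2, a brake on Gαq, by 1.10 with a range up to −0.04. Fos, a transcription factor that ERK induces, fell from 9.67 ± 0.0122 to 7.67 ± 0.0448 (log2 difference −2.00, adjusted p = 2.58e-05), and Dusp1, a phosphatase that turns off MAP kinases, fell by 1.37.

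Of 28 molecules that Table S2 lists for 10 pathways of Fig. 3E and that have a probe set of their own, 17 were higher and 10 lower by more than 2-fold on the probe set of Table S1. Both directions occurred within PI3K/AKT (7 higher and 3 lower of 10), Gαq (5 and 2 of 7), ERK/MAPK (8 and 6 of 15), eIF4 and p70S6K (8 and 3 of 11) and CDK5 signaling (4 and 4 of 8). HOTAIR had 7 higher of 7. On the brightest probe sets the numbers higher and lower were 5 and 3 for PI3K/AKT, 3 and 3 for Gαq, 6 and 7 for ERK/MAPK, 4 and 3 for eIF4 and p70S6K, 3 and 2 for CDK5 and 7 and 0 for HOTAIR.

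On the brightest probe set of each gene, 12 of the 28 were higher, 9 lower and 7 did not pass, and 11 passed with over 2-fold. For the translation genes Eif4ebp2, Eif4g2 and Pabpc1 the Table S1 probe sets gave 1.84, 1.62 and 1.37, and the brightest 0.08, 0.19 and 0.00. Ppp2r5e, a phosphatase subunit, gave 1.33 and −0.42, and Mapk6 −1.39 and 0.50, with a range up to 1.18. These molecules were chosen on the same 6 samples and are not independent evidence. Small cell lung cancer signaling could not be read from the copy of Table S2 used here, and molecules without a probe set of their own were not analyzed.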

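Nfkb2 and Ikbkb recur in the pathways of Table S2, in 7 and 6 of the 10 read here. Nfkb2, a subunit of NF-κB, rose by 1.12 on the probe set of Table S1 and by 0.59 on its brightest (6.99 ± 0.0466 to 7.58 ± 0.0509, limma adjusted p = 0.00203). Ikbkb, the kinase that releases NF-κB from its inhibitor, rose by 1.00 on the probe set of Table S1, and its brightest gave 0.22 (adjusted p = 0.0762). On the probe sets of Table S1, 6 of 7 molecules were higher for NF-κB activation by viruses, 4 of 4 for IL-17A signaling and 4 of 5 for PEDF signaling, with 1, 0 and 1 lower. On the brightest probe sets 4, 3 and 3 were higher, 2, 0 and 1 lower, and 1 of each did not pass. Serpinf1, which encodes PEDF, was lower (−0.41, adjusted p = 0.0148; −0.13 on its other probe set). Il17a passed with 0.38 (adjusted p = 0.0212) at 3.18 against 2.80, close to the background of the array.

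Of 10 NF-κB subunits, inhibitors and kinases, 4 were higher, 1 lower and 5 did not pass (6 higher and 2 lower when adjusted over the list alone). Map3k14, a kinase upstream of Nfkb2, rose by 0.43 and the inhibitor gene Nfkbib by 0.37, while Nfkbia, an inhibitor that NF-κB itself induces, fell by 0.92 (up to −0.41 on its other probe sets). Of 36 genes that NF-κB induces, 6 were higher, 8 lower and 22 did not pass (10 higher and 13 lower over the list alone). Saa3, an acute phase gene, rose by 0.87, and Il1b fell by 0.50. Camera adjusted p was 0.329 for the first list (median 0.20) and 0.637 for the second (median −0.05). The pathway molecules were chosen on these samples, and a change in RNA level does not measure NF-κB activity.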

Because macrophages are the main component in most cases of obesity-induced chronic inflammation (Kiran et al., 2021), we performed IHC analysis using antibodies against CD68 and F4/80 to demonstrate that macrophages were highly associated with HFD-enhanced lung cancer progression (Fig. S1). To construct the HFD induction-modulated molecular regulatory network, a transcriptional network of the upregulated and downregulated genes was built using Metacore™ software with the transcription regulation algorithm's default settings (Fig. 3F). 

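Genes drawn in the networks of Fig. 3F,G were mostly higher in LC-HFD lungs. Of 36 measured, 23 were higher, 3 lower and 10 did not pass by limma (26 higher and 4 lower when adjusted over the list alone). Kng1, the precursor of bradykinin, rose from 6.14 ± 0.0194 to 8.07 ± 0.0530 (log2 difference 1.93, standard error 0.0697, adjusted p = 2.86e-05), and its other probe set gave 0.18. The chemokine Ccl9 rose by 1.83 and Pglyrp1, which binds bacterial cell walls, by 1.27. Zc3h6, a zinc finger gene, was lower (−2.00, with 0.17 on its other probe set), at 3.17 in LC-HFD, close to background. The list had a median of 0.48 and a camera adjusted p of 3.29e-08, or adjusted p = 0.0553 with an estimated correlation. It was drawn from changes in these 6 samples, so it is not independent evidence.

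Of these genes 25 have a probe set in Table S1, and 21 of those probe sets were called here. For 10 genes that probe set is the brightest of the gene, and for 15 another is brighter. The brighter one changed the same way for 8 of the 15, over 2-fold for 1 of them. Col1a1, a collagen, rose by 1.94 on the probe set of Table S1 and by 0.48 on the brightest, and Hspg2, a basement membrane protein, by 1.23 and 0.94. For Ogt, which attaches sugars to proteins, the values were 1.94 and 0.24 (adjusted p = 0.0412 for the latter). The brighter one did not pass for 6, among them Ccnt1 (1.70 against 0.19), Zfr (1.20 against 0.13) and Rictor (1.20 against 0.06), whose other probe sets ranged down to −0.54 and −0.44. For the kinase gene Prkce it went the other way (1.14 against −0.26, adjusted p = 0.0427 for the latter).

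**Figure D3:**
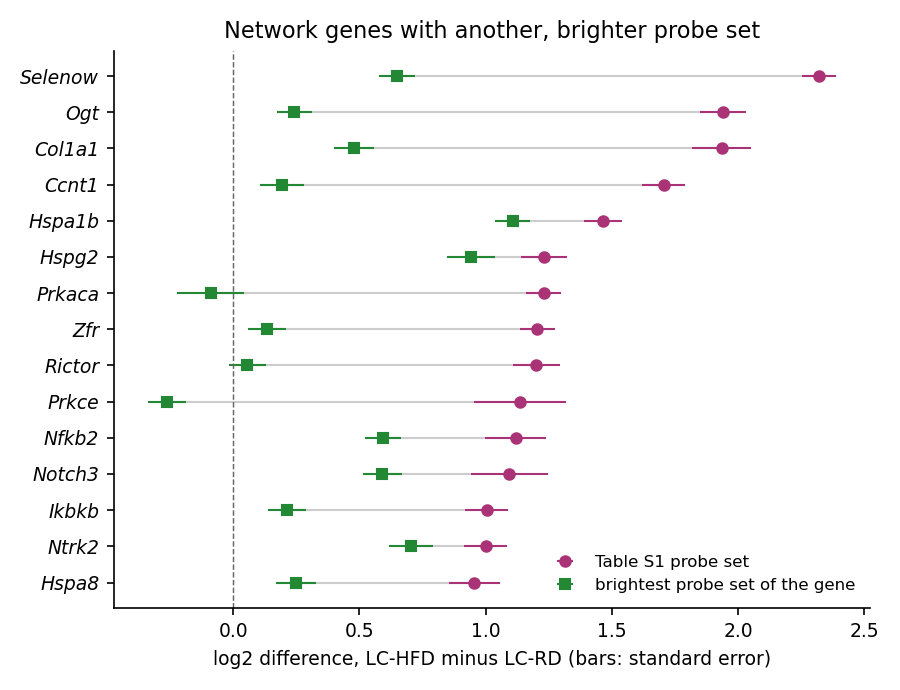
Log2 difference between LC-HFD and LC-RD for 15 network genes, on the probe set of Table S1 (circles) and on the brightest probe set of the gene (squares). Bars are standard errors from limma with 3 lungs per group; the squares lie nearer to 0 in all 15 genes.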

Based on the prediction results, the constructed network indicated that NF-κB was a core transcription factor, and that several immune- or cytokine response-related downstream genes were regulated. To further uncover the underlying molecular regulatory network involved in HFD-induced lung cancer progression, we tried to construct the signaling networks based on NF-κB signaling, EGFR and the significantly altered genes in our cDNA array (Fig. 3G). 

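Of 15 heat shock genes, 4 were higher in LC-HFD lungs, 1 was lower and 10 did not pass (5 higher and 2 lower when adjusted over the list alone). Hspa1b, which encodes the stress-induced chaperone HSP70, rose from 8.14 ± 0.0458 to 9.24 ± 0.0263 on its brightest probe set (log2 difference 1.11, standard error 0.0692, limma adjusted p = 0.000197) and by 1.46 on the probe set of Table S1. Hspa1a rose by 0.84 and Dnajb1, a partner of HSP70, by 0.48, while the mitochondrial chaperone gene Hspe1 fell by 0.33. Hspa8, the constitutive form, rose by 0.96 on the probe set of Table S1, and its brightest gave 0.25 (adjusted p = 0.0597). Hspa5, the chaperone of the endoplasmic reticulum, did not pass (−0.05, with a range up to 0.21). The list had a median of 0.06 and did not pass (camera adjusted p = 0.173; 0.0372 to 0.787 over all alternatives).

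Prkaca, the catalytic subunit of protein kinase A, has 2 probe sets that differ. The one in Table S1 rose from 7.24 ± 0.0249 to 8.47 ± 0.0503 (log2 difference 1.23, adjusted p = 0.000150). The brighter one gave −0.09 (standard error 0.133, adjusted p = 0.650). Egfr rose by 0.71 on its brightest probe set (5.92 ± 0.191 to 6.63 ± 0.0693, adjusted p = 0.00479), and its 7 probe sets ranged from −0.65 to 0.71. These probe sets were designed for mouse Egfr, and how far they read the human transgene was not measured. RNA levels say nothing of the order in which EGFR, heat shock proteins, protein kinase A and NF-κB act.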

HFD might promote NF-κB signaling through EGFR-mediated heat shock proteins or protein kinase A molecules. Furthermore, the APOBEC network, which can promote cancer progression or metastasis or drug resistance under NF-κB signaling (Isozaki et al., 2023; Maruyama et al., 2016), may be downstream modulated by NF-κB/p53 signaling (Fig. 3G). Although only APOBEC3 had slight upregulation, whether the APOBEC network can mediate HFD-induced lung cancer progression requires further exploration. These results suggest that HFD increases lung tumor burden, possibly owing to cytokine and immune microenvironment modulation.

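Of 4 measured APOBEC genes, which encode enzymes that edit cytosine in DNA or RNA, 2 were higher in LC-HFD lungs and 2 did not pass by limma (the same counts when adjusted over the list alone). Apobec3, which restricts retroviruses, read 8.66 ± 0.0409 in LC-HFD and 8.02 ± 0.113 in LC-RD, a 1.55-fold increase (log2 difference 0.64, standard error 0.0834, adjusted p = 0.00264). Apobec2, best known from muscle, read 5.44 ± 0.177 and 4.84 ± 0.299 (log2 difference 0.60, adjusted p = 0.0352), and its other probe set gave 0.26. Apobec1, which edits apolipoprotein B RNA, gave −0.04 (adjusted p = 0.780), and Apobec4 gave 0.01 at a level close to background. Of the factors drawn upstream, Stat3 rose by 0.35 (adjusted p = 0.0118), with a range of its 4 probe sets from −0.05 to 0.36, and Rela, the main activating subunit of NF-κB, gave 0.19 (adjusted p = 0.0951). From the enriched gene sets, the immune-related pathways and the network around NF-κB, the paper proposes that HFD raises tumor burden possibly through cytokines and the immune environment of the lung. The arrays measured whole lung at 1 time point, so they do not show which cells carried a change or whether it came before the tumors. They also cannot tell diet from the difference in array handling.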

**Fig. 3.**
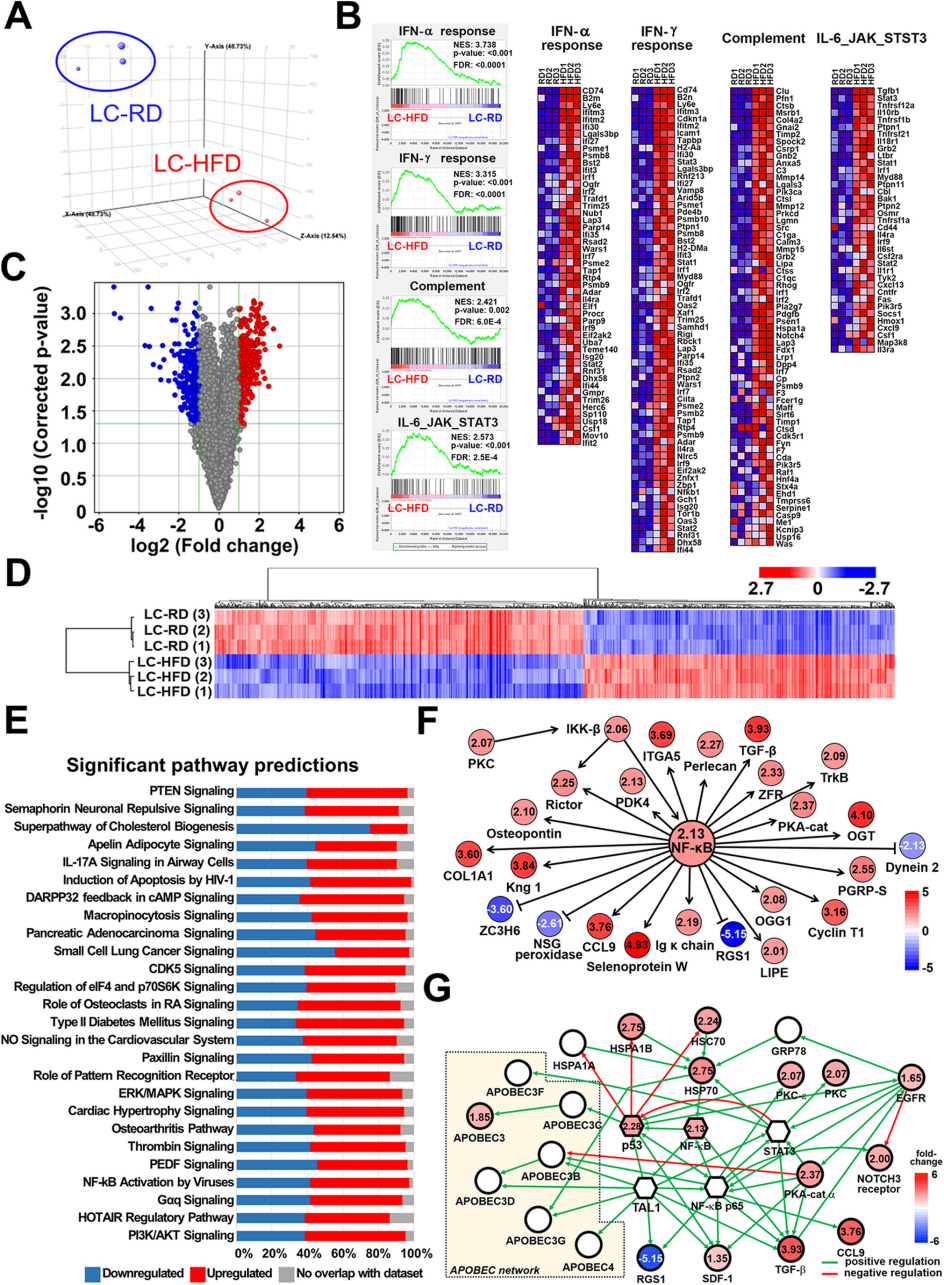
**Whole-genome transcriptomic analysis and regulatory network construction for HFD-induced lung cancer progression.** Total RNAs from three independent mouse lungs of the LC-HFD and LC-RD groups were reverse transcribed to cDNA and subjected to cDNA expression microarray experiment and analysis. (A) Principal component analysis of the global gene expression data from the LC-HFD and LC-RD groups (*n*=3 for each group). (B) Left panel: gene set enrichment analysis of whole-genome transcriptomic profiling using the cDNA expression microarray. Highly significantly enriched gene sets in LC-HFD group are shown. The green curve represents the density of the genes identified in the microarray. The FDR was calculated by comparing the actual data with the output of 100 Monte-Carlo simulations. The NES describes the density of modified genes in the dataset assuming random distribution. Right panel: heat maps of significantly enriched genes in each hallmark in the LC-HFC group, including IFN-α response, IFN-γ response, complement and IL-6/JAK/STAT3 signaling. (C) Volcano plot of differentially expressed genes (LC-HFD versus LC-RD). Blue dots represent genes that were significantly downregulated (*n*=221); red dots represent genes that were significantly upregulated (greater than twofold; *P*<0.05, unpaired two-tailed Student's *t*-test) (*n*=298). (D) Unsupervised hierarchical clustering analysis of 519 genes with significant changes. (E) Significantly enriched canonical pathways were predicted using IPA software. The bar on the right side of a pathway's name represents the percentage of related genes that were downregulated (blue), upregulated (red) and not mapped (gray). (F,G) Regulatory networks by NF-κB core transcriptional regulation (F), and potential modulations by EGFR and NF-κB signaling (G) for HFD-enhanced lung cancer. The network was constructed based on Metacore™ software analysis. Red and blue colors represent upregulated and downregulated genes, respectively, with the fold changes presented in numbers according to cDNA microarray results. FDR, false discovery rate.; NES, normalized enrichment score.

### CRP is a central cytokine in the immune microenvironment promoting tumor progression

Focusing on HFD-induced obesity-related inflammation, adipokines secreted by adipose tissues impacted inflammatory response modulation (Kawai et al., 2021). Also, cytokines were critical molecules to mediate immune response in the tumor microenvironment (Lan et al., 2021). We hypothesized that adipokines secreted in response to an HFD are distributed to lung cancer tissue through the circulation and promote tumor progression. To connect HFD-induced signal networks in lung cancer tissue, we profiled cytokines and adipokines, representing systematic immune-related secretions and obesity-related productions, respectively. First, we performed a mouse cytokine antibody array for the profiling of 62 cytokines, chemokines, growth factors and soluble receptors using lung tissues from each mouse group (Fig. 4A, left panel). The results revealed that MIP-1γ (CCL9) was most significantly upregulated in the LC-HFD group compared with the LC-RD group (Fig. 4A, left panel, red box). By contrast, three factors, namely IGFBP-6, CXCL4 (PF4) and SDF-1α (CXCL12), were considerably downregulated (Fig. 4A, left panel, blue box). Second, because HFD is known to alter adipokine secretion in the body (Zorena et al., 2020), we performed adipokine profiling using the peripheral blood of LC-HFD and LC-RD mice to identify candidates contributing to lung cancer (Fig. 4B, left panel). The results revealed that, among 38 adipokines, pentraxin 3 (PTX3), CD26 (DPP4), serpin E1 (SERPINE1) and CRP were upregulated, whereas adiponectin (ADIPOQ) was downregulated 1.25-fold, in the LC-HFD mice (Fig. 4B, right panel). A comprehensive analysis of the cytokine and adipokine arrays revealed immune microenvironment modulation in the LC-HFD group; this result was consistent with the enrichment analysis results (Fig. 3B). Moreover, the profiling suggested that HFD-generated obesity, a state accompanying chronic inflammation, can promote lung cancer development. To further expand our understanding of the regulatory networks involved in lung cancer, cell cycle and inflammation, a network of the mentioned cytokines and adipokines with significant changes in array profiling was constructed using IPA software (Fig. 4C). Among the identified factors with different expression, CRP was associated with obesity, chronic inflammation and lung cancer risk. Furthermore, CRP was found to act as a central factor connecting other cytokines and adipokines that contributed to lung cancer progression, suggesting that it might act as a bridge linking these aspects. We further addressed the potential cellular origin of CRP for lung cancer progression by performing qPCR analysis to evaluate mRNA expression levels in the liver and adipose tissues (Fig. 4D). *Crp* expression was increased in all tissues, especially in the liver and epididymal white adipose tissue (eWAT), suggesting that it contributes to tumor–immune interaction and lung cancer progression through the circulation. To further validate the finding by leveraging public datasets, the Kaplan–Meier (KM) plotter was used to analyze the correlation between the transcriptional expression of the secretory factors and clinical outcomes in lung cancer patients (Fig. 4E). Following multivariate adjustments made for histology, stage and sex, the mRNA levels of all cytokines and adipokines were found to be independent factors significantly correlated with progression-free survival and overall survival (Fig. 4E; Fig. S2). However, only *Crp* and *Sdf1a* mRNA levels were correlated with the effects of the HFD, suggesting that both factors promote lung cancer progression under an HFD. These results thus indicate the involvement of CRP in the relationship among obesity, immunity and lung cancer progression.

**Fig. 4.**
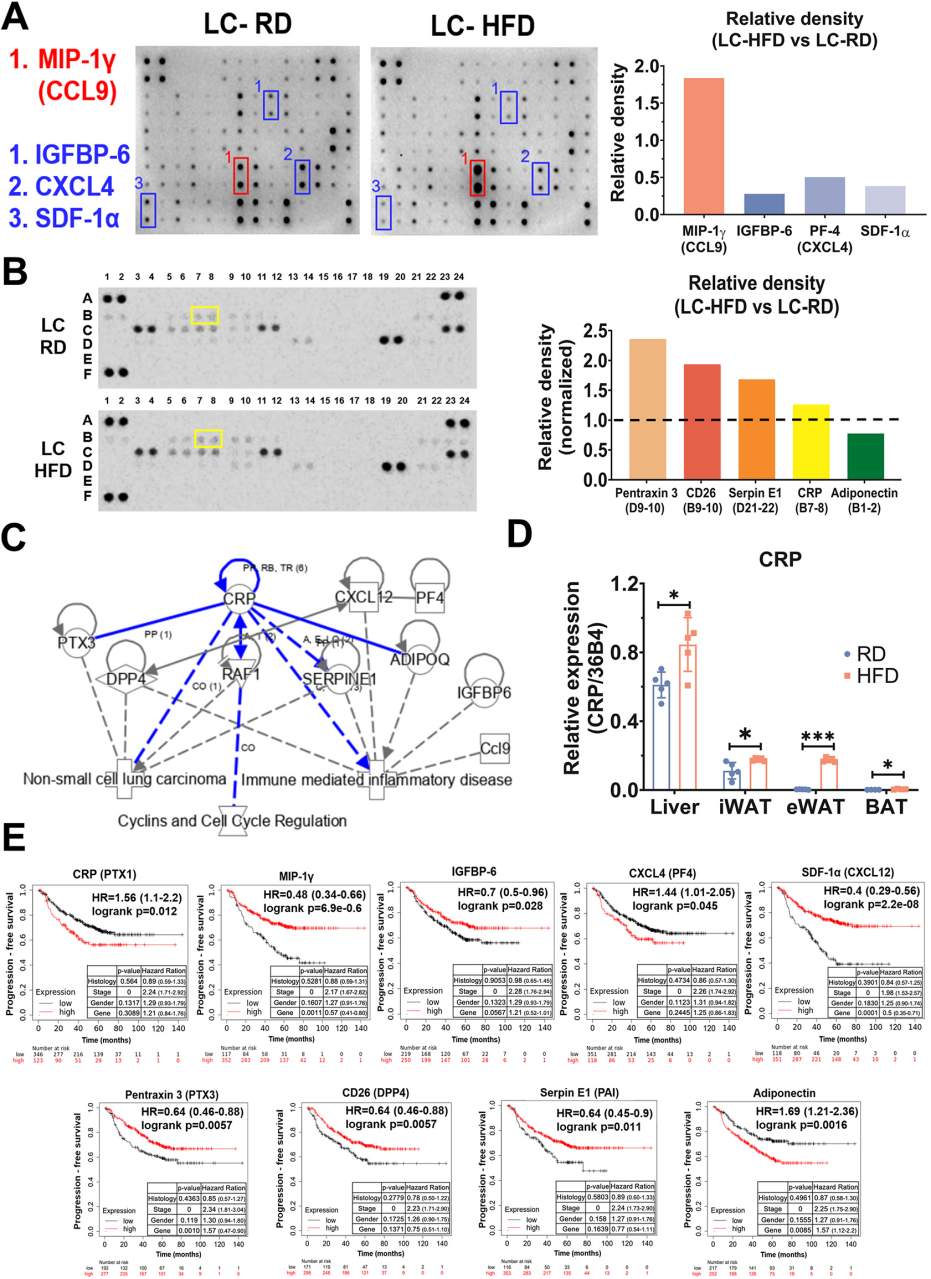
**Identification of cytokines and adipokines potentially contributing to HFD-induced lung cancer progression.** Mouse lung tissue was used to profile a total of 62 cytokines, and the serum was used to profile a total of 38 adipokines through antibody arrays. IPA software was used to further analyze the results on regulatory network prediction and the correlation of clinical outcomes through KM plotter analysis. (A) Left panel: a cytokine antibody array was prepared using lung cancer tissues from LC-HFD and LC-RD mice. The red and blue boxes represent upregulated and downregulated cytokines, respectively, in the LC-HFD compared with LC-RD group. Right panel: quantification of cytokines using ImageJ software. (B) Left panel: the levels of 38 different adipokines in mouse sera. The yellow boxes represent CRP upregulated in the LC-HFD group compared with that in the LC-RD group. Right panel: quantification of adipokines using ImageJ software. (C) Establishing the potential regulatory network underlying cytokine and adipokine modulation in HFD-treated mice with lung cancer using IPA software. (D) Quantitative real-time PCR analysis of *Crp* mRNA expression levels in the liver and adipose tissues. (E) Prognostic prediction power for correlation between progression-free survival and the cytokines and adipokines mentioned in A and B. The survival data were analyzed by KM plotter analysis combined with multivariate Cox proportional hazards regression analysis. Patients were grouped according to auto-selection of the best cut-off. *P<0.05; ***P<0.001. BAT, brown adipose tissue; CRP, C-reactive protein; eWAT, epididymal white adipose tissue; HR, hazard ratio; iWAT, inguinal white adipose tissue.

### CRP promotes the proliferative, migratory and invasive ability of lung cancer cells

To test whether CRP can enhance the characteristics of tumorigenicity in lung cancer cells with or without EGFR mutations, we conducted proliferation, migration and metastasis assays using CL1-0 (wild-type EGFR), PC9 (EGFR exon19 deletion) and H3255 (EGFR L858R) lung adenocarcinoma cell lines treated with different CRP dosages (Fig. 5). Based on previous studies, minor-elevation (1 μg/ml) and moderate-elevation (2.5 μg/ml) dosages of CRP were used to represent the clinical features of a chronic inflammation process in obesity and in chronic diseases (Gewurz et al., 1982; Soinio et al., 2006). Exogenous CRP in a culture medium significantly elevated cell proliferation in all cell lines (Fig. 5A-C). CRP significantly increased cell proliferation in a dose-dependent manner, as shown by MTS assay. We next tested the effects of CRP on cell migration and invasion. In wound-healing assays, CRP enhanced the migratory ability of all cell lines (Fig. 5D-F). Furthermore, transwell invasion assays were performed in all cell lines to evaluate the impact of CRP on cancer cell invasiveness, and exogenous CRP could significantly promote cell invasiveness (Fig. 5G-I). In conclusion, HFD-induced CRP promotes lung cancer progression by modulating the immune response and enhancing cancer cell tumorigenicity (Fig. 6).

**Fig. 5.**
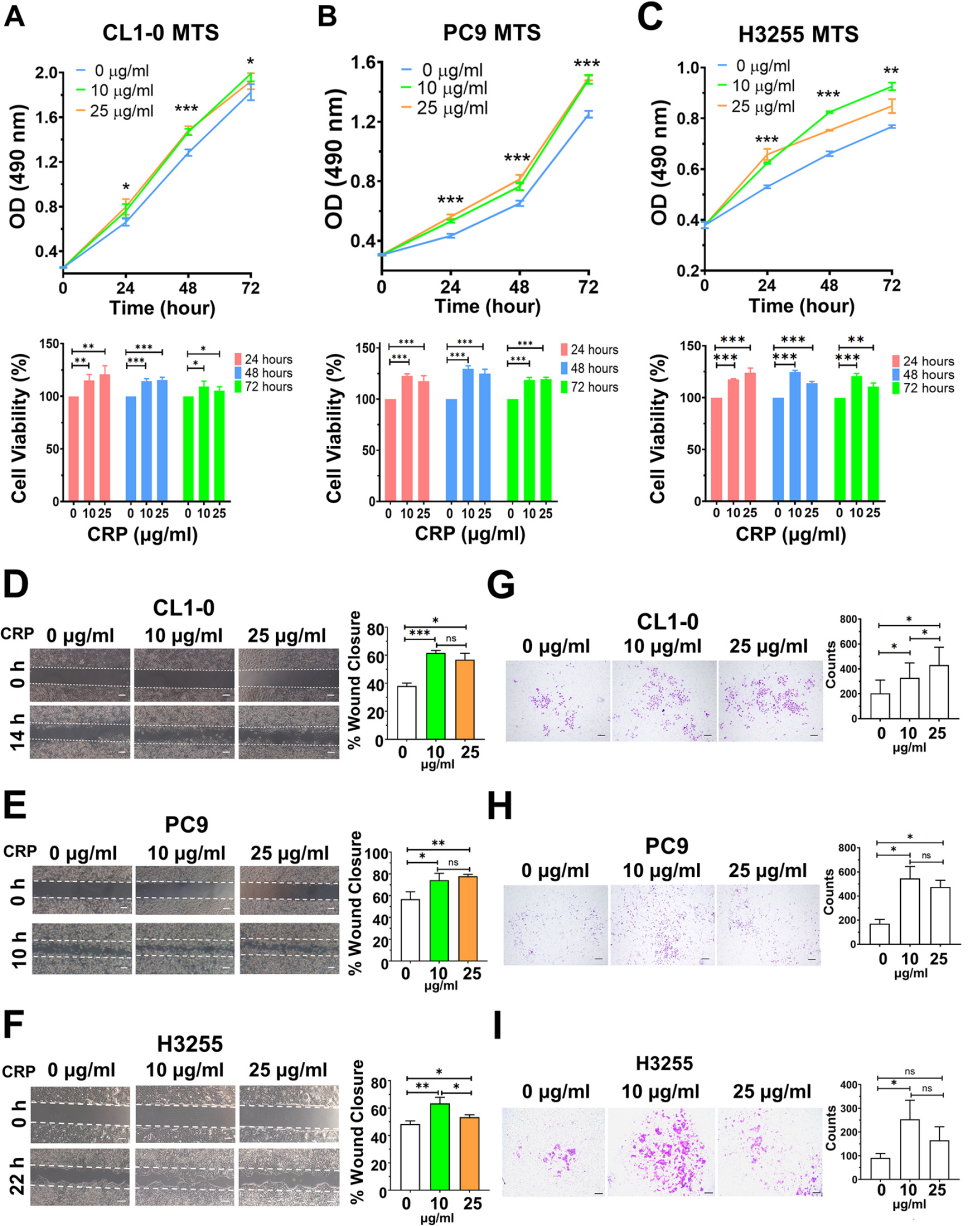
**CRP enhances lung cancer cell proliferative ability and invasiveness.** (A-C) Evaluation of cell proliferation through MTS assay of CRP-treated CL1-0 (A), PC9 (B) and H3255 (C) lung adenocarcinoma cells (top panel), and quantification of relative proliferative abilities (bottom panel). (D-F) Evaluation of cell migration through wound-healing assays of CRP-treated CL1-0 (D), PC9 (E) and H3255 (F) lung adenocarcinoma cells (left panel), and quantification of relative migratory abilities (bottom panel). Dashed lines in D-F indicate the initial cell boundary. (G-I) Evaluation of cell invasiveness through Matrigel transwell assays of CRP-treated CL1-0 (G), PC9 (H) and H3255 (I) lung adenocarcinoma cells (left panel), and quantification of invaded cells (right panel). Scale bars: 20 μm. Results are shown as mean±s.d., and unpaired two-tailed Student's *t*-test was used for statistical analysis. ns, not significant; *P<0.05; **P<0.01; ***P<0.001. OD, optical density.

**Fig. 6.**
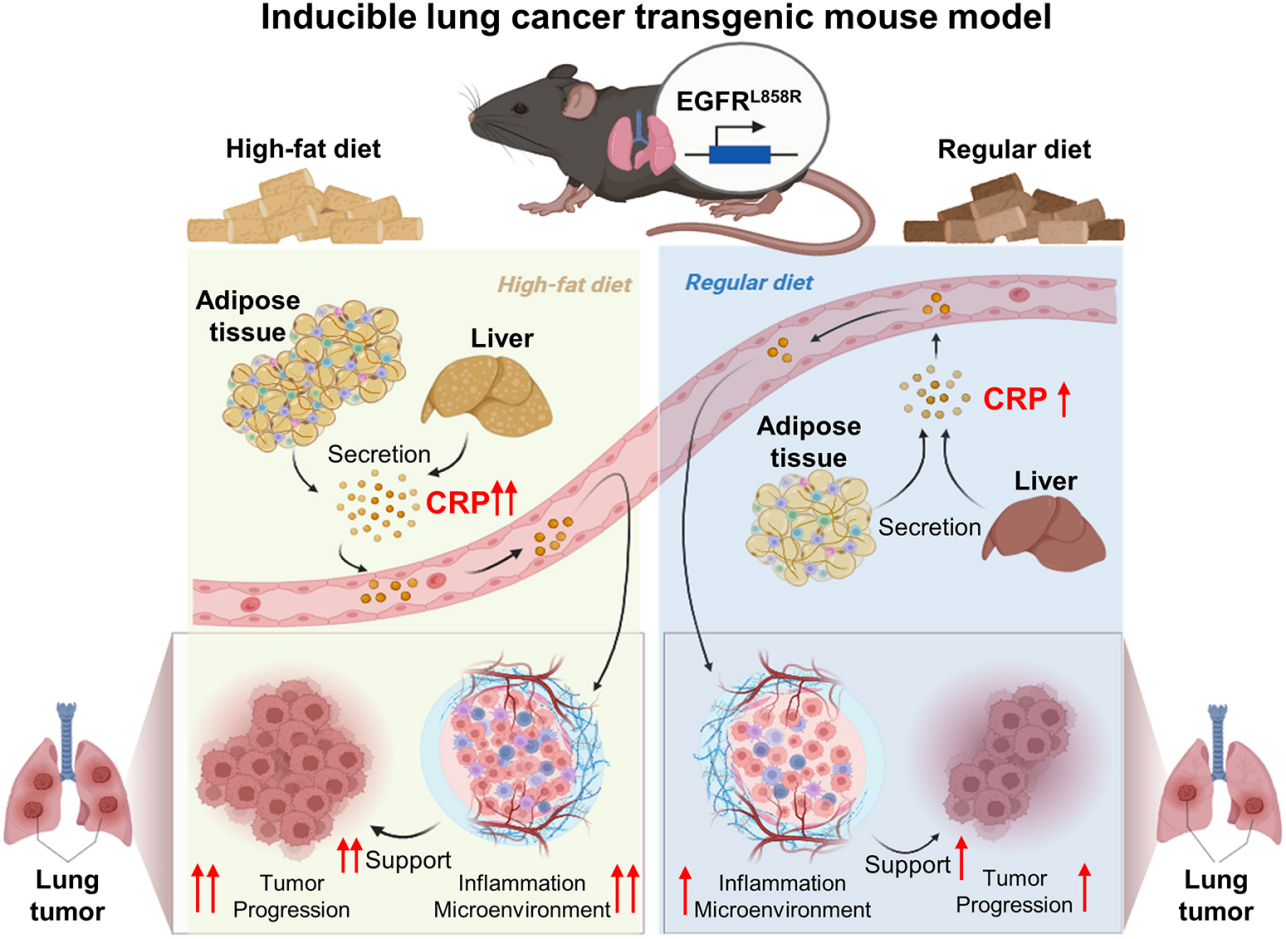
**HFD-induced CRP secretion and lung cancer progression.** HFD increases CRP secretion from the liver and adipose tissue in mice with lung cancer. Circulating CRP modulates immune responses and induces inflammation in the tumor microenvironment. CRP stimulates tumor cell proliferation, promoting lung cancer progression.

## DISCUSSION

Obesity has become a critical health problem worldwide and represents a substantial risk for several chronic diseases and cancer (Pi-Sunyer, 2009). HFD contributes to excessive adipose tissue accumulation that can harm multiple tissues through different mechanisms (Sun et al., 2020; Jiang et al., 2020; Gao et al., 2015). Many observational studies have reported a link between obesity and cancer risk (Quail and Dannenberg, 2019; Pati et al., 2023), but establishing the causal relationship is challenging. Ringel et al. (2020) reported that HFD might compromise anti-tumor immunity by interfering with metabolism in the tumor microenvironment and that the impact of HFD on tumor cell growth may be correlated with its immunogenic properties. In this study, we used a transgenic mouse model to investigate the effects of HFD on cancer progression. This model enabled us to realistically study the tumor microenvironment due to the occurrence of endogenous and spontaneous tumor formation. Based on the results of whole-genome transcriptomic analysis (Fig. 3), especially GSEA, IPA and Metacore™ analyses, we propose that an HFD triggers the induction of chronic inflammation, thereby facilitating lung cancer development. Hill et al. (2023) recently showed that air pollution promotes macrophage influx into the lungs and IL-1β release, driving a progenitor-like state of EGFR mutant alveolar type II epithelial cells into tumorigenesis (Hill et al., 2023). This demonstrated that systemic immunity was linked to cancer progression, as reported in previous studies (Dunn et al., 2002; Chew et al., 2012). These results imply that the chronic inflammation microenvironment can potentially promote cancer progression. In addition to mutant EGFR, mutant KRAS (G12C or G12D), more frequently found in smokers, might be involved in HFD-induced lung cancer progression. Previous studies had mixed conclusions regarding the impact of diet on mutant KRAS-driven cancers owing to complicated downstream signaling and other confounding factors (Ramadori et al., 2015; Norris et al., 2015; Chung et al., 2020; Lauby-Secretan et al., 2016). These findings also reflected the limited representativeness of the mouse model employed in this study, which only captures a portion of the HFD-induced lung cancer progression. To comprehensively understand the impact of an HFD on all types of lung cancer, further investigations should encompass other lung cancer models.

Obesity is well known to be associated with a greater abundance of immune cells – such as macrophages, neutrophils, T cells, B cells and mast cells – around tissues (Nishimura et al., 2009; Osborn and Olefsky, 2012; Winer et al., 2011). Macrophages were the main component in most obesity-induced chronic inflammation, leading to related metabolic disorders (Kiran et al., 2021). In people with HFD-induced obesity, massive accumulation of macrophages accompanied by a shift in the ratio of M2/M1 macrophages, compared with those in controls, has been documented (Kanneganti and Dixit, 2012; Martinez et al., 2009). Furthermore, HFD-induced obesity has been reported to be associated with chronic inflammation within adipose tissue caused by accumulation of CD4^+^ and CD8^+^ T cells (Anderson et al., 2010; Winer and Winer, 2012). Also, Th17 cells may contribute to obesity-induced inflammation, based on a previous study that revealed that Th17 cells and IL-17 were positively correlated with BMI (Schindler et al., 2017). These findings implied that the immune cell composition of the chronic inflammatory microenvironment is altered after an HFD. Single-cell RNA-sequencing technology facilitated a comprehensive profile of immune cell composition after HFD challenge in mouse liver or adipose tissue (Su et al., 2021; Yang et al., 2022). Although lung tissue was less discussed, a study indicated that CD68^+^ macrophages were upregulated in the lungs of mice after an HFD, which supported our results (Fig. S1) (Qi et al., 2020). It has also been reported that unbalanced pro- and anti-inflammatory cytokines promote obesity-associated disease progression (Chawla et al., 2011).

Our results demonstrated that an HFD increases CRP expression, promoting an inflammatory environment and generating immune responses that benefit tumor growth (Figs 3-5). Moreover, regulatory network analysis indicated that CRP might be a central factor in modulating sequential cascades, thereby contributing to lung cancer progression (Fig. 4C). Elevated CRP levels were strongly associated with lung cancer risk as a chronic inflammation marker and, subsequently, as a lung carcinogenesis biomarker (Chaturvedi et al., 2010; Gaur et al., 2019; Ji et al., 2022). Despite evidence supporting the application of CRP measurements for lung cancer risk stratification (Hart et al., 2020; Li et al., 2014), the exact etiological role of CRP in lung cancer requires further clarification. CRP activates the NF-κB signaling pathway associated with inflammation activation (Ji et al., 2022). Additionally, our regulatory network analysis demonstrated that NF-κB functions as a central transcription factor modulating multiple downstream molecules (Fig. 3F). These results suggest that an HFD contributes to establishing an inflammatory microenvironment for facilitating lung tumor growth through the secretory CRP/NF-κB axis.

In addition to CRP, significant changes in cytokines such as MIP-1γ, SDF-1α and IGFBP-6 were observed in the LC-HFD lungs compared with the LC-RD lungs (Fig. 4). MIP-1γ, also known as CCL9, is often produced in macrophages and osteoclasts. It promotes cell survival by promoting NF-κB signaling and mediates T-cell migration (Okamatsu et al., 2004; Müller et al., 2003). SDF-1α can regulate tumor cell proliferation, motility, epithelial–mesenchymal transition and metastasis by binding to CXCR4 and activating downstream signaling (Marchesi et al., 2004; Otsuka and Bebb, 2008; Wang et al., 2021). IGFBP-6, an IGFBP family member that can increase the half-life of circulatory insulin-like growth factors (IGFs), is a serum biomarker associated with poor prognosis in lung cancer and immune cell regulation (Cai et al., 2020; Sueoka et al., 2000). Nevertheless, the mechanisms underlying the effects of MIP-1γ, SDF-1α and IGFBP-6 in lung cancer have not been clearly defined. The significant changes in these cytokines observed in our study might indicate that different cytokines regulate immune function by modulating the tumor microenvironment in lung cancer under HFD stimulation. However, the KM plotter outcome analysis presented some results conflicting with those obtained using our animal model (Fig. 4E; Fig. S2). This reflects the heterogeneity and complexity of the tumor microenvironment in HFD-induced lung cancer, which may differ slightly between humans and mice.

Diet-induced obesity-enhanced cancer progression has been documented (Kawai et al., 2021), and we here investigated the link between diet, adipokines and lung cancer progression. In addition to CRP, PTX3, CD26, serpin E1 and ADIPOQ were altered under HFD stimulation (Fig. 4). PTX3 can modulate the progression and chemoresistance of non-small cell lung cancer (NSCLC) by activating AKT/NF-κB signaling (Li et al., 2021). CD26 expression is higher in lung cancer tissues than in normal tissues, and it can become a target for suppressing lung cancer growth (Jang et al., 2015, 2019). Serpin E1 has also been considered a reliable biological and prognostic marker for various cancers (Arroyo-Solera et al., 2019; Chen et al., 2022; Kong et al., 2021). Furthermore, downregulation of ADIPOQ, an adipocyte-derived adipokine, enhances migratory and invasive abilities in NSCLC (Cui et al., 2018).

The relationship between obesity and lung cancer outcome remains controversial. Although a large cohort study concluded that being underweight or obese was associated with survival in NSCLC patients (Shepshelovich et al., 2019), Yu et al. (2018) reported that low BMI was correlated with high-risk populations for lung cancer (Yu et al., 2018). Although BMI is commonly used to assess obesity, there remain many confounding factors than can affect the outcome of lung cancer. CRP might be an objective signature for either outcome prediction or disease monitoring. In addition, a systemic analysis showed that high CRP expression could predict prognosis and correlate with higher mortality in lung cancer and other solid tumors (Shrotriya et al., 2015), and another study found that lung cancer survival was proportionally decreased with higher serum CRP levels (Bittoni et al., 2015). The present study has provided insight into the connection between HFD, CRP and lung cancer progression. A prospective clinical study should be conducted to verify the findings in the future.

## MATERIALS AND METHODS

### Mutant EGFR-driven lung cancer mouse model

Dox-inducible lung cancer mice, Tg(CC10-rtTA/tet-O-EGFR-L858R), carried double transgenes by breeding two transgenic mice, Tg(CC10-rtTA) and Tg(tet-O-EGFR-L858R). Tg(CC10-rtTA) mice from the Research Animal Resource Center of Memorial Sloan Kettering Cancer Center expressed the reverse tetracycline-controlled transactivator (rtTA) protein under the control of the CC10 promoter. It provided a ‘Tet-On’ tool that allowed the inducible expression of genes in the adult lung and respiratory epithelium. Tg(tet-O-EGFR-L858R) mice from the National Cancer Institute (NCI) Model of Human Cancers Consortium (MMHCC) carried mutant human *EGFR* cDNA with a T-to-G nucleotide substitution in exon 21 that replaced leucine with arginine at amino acid position 858 (L858R) under control by a tetracycline-responsive element. Two transgenic mouse lines were backcrossed to C57BL/6 genetic background for over ten generations before experiments.

### Animal experiments and HFD for lung cancer induction

All animal studies were carried out in the AAALAC-accredited animal center of National Taiwan University Medical College and approved by the Institutional Animal Care and Use Committee (IACUC) (No. 20140453). The induction of lung cancer was according to Regales et al. (2007). Customized diets used in this study included 625 ppm Dox-containing RD (TestDiet, 5TWN), 625 ppm Dox-containing HFD (TestDiet, 58Y1) and HFD (TestDiet, 5W5W). Each diet was replaced twice a week. For animal experiments, 6- to 8-week-old male mice were used.

### Histological analysis

H&E stains of lung sections were performed by National Taiwan University Laboratory Animal Center according to standard procedures. Briefly, the tissue section was deparaffinized by three times xylene treatment and serial downward-concentrated alcohol (100% to 50%) rehydroxylation procedures. After a 10 min wash, slides were stained with Hematoxylin (Sigma-Aldrich, GHS316) for 5 min, and then, following a water wash, stained with Eosin (Sigma-Aldrich, 17372871) for 1 min, before being mounted for microscope observation.

### IHC analysis

Serial 4 μm sections from the paraffin-embedded lung were mounted on silicon-coated slides, deparaffinized by xylene, and rehydrated through graded ethanol to water. After treatment with 3% H_2_O_2_, primary antibodies were incubated for 20 h overnight at 4°C. Immunostaining was performed by a Liquid DAB+ Substrate Chromogen System (DAKO, K3467) for 15 min and counterstain with Hematoxylin (Sigma-Aldrich, GHS316) for 10 s. Antibodies, including anti-EGFR (Cell Signaling Technology, 4267), anti-TTF1 (LSBio, LS-C154673), anti-CD68 (Abcam, ab125212), anti-F4/80 (Cell Signaling Technology, 70076) and IgG (Abcam, ab172730), were 1:100 diluted for IHC analysis.

### Immunoblotting

Lung tissues were lysed in M-PER or T-PER Tissue Protein Extraction Reagent (Thermo Fisher Scientific, 78510) containing an additional 1× PhosStop (Roche, 04906837001) phosphatase inhibitor and 1× protease inhibitor cocktail (Sigma-Aldrich, S8830), and protein was extracted according to the manufacturer's protocol. Samples were supplemented with 0.25 volumes of 4× sample buffer containing 2-mercaptoethanol. Samples were run on 10% SDS-PAGE gels, transferred to PVDF membranes, and blotted with anti-EGFR L858R (1:1000, Cell Signaling Technology, 3197), anti-EGFR (1:1000, Cell Signaling Technology, 4267), anti-p-EGFR (1:1000, Cell Signaling Technology, 2237) or anti-GAPDH (1:5000, Proteintech, 60004-1-Ig) antibodies. ImageJ software was used to semi-quantify the western blotting results.

### Real-time quantitative reverse transcription PCR

RNA was isolated from each mouse lung tissue and extracted by TRI reagent (Sigma-Aldrich, T9424-100ML), followed by a chloroform–isopropanol system. Reverse transcription was performed with Superscript III First-Strand Synthesis SuperMix (Invitrogen, 18080400). For qPCR reactions, SYBR Green PCR Master Mix was mixed with 40 ng cDNA and appropriate primers. The relative mRNA expression level of the target gene was determined as −ΔCT=−(CT_target_−CT_TBP_). The target/*Tbp* mRNA ratio was calculated as 2^−ΔCT^. Primer sequences were as follows: *Ki67* forward primer, 5′-AATCCAACTCAAGTAAACGGGG-3′; *Ki67* reverse primer, 5′-TTGGCTTGCTTCCATCCTCA-3′; *Tbp* forward primer, 5′-GCAGTGCCCAGCATCACTAT-3′; *Tbp* reverse primer, 5′-GCCCTGAGCATAAGGTGGAA-3′; *Crp* forward primer, 5′-TTCCTGAGGCTCCAACACAC-3′; *Crp* reverse primer, 5′-GCAGACTTTTCCGCACCTTG-3′; 36B4 (*Rplp0*) forward primer, 5′-AGATTCGGGATATGCTGTTGG-3′; 36B4 reverse primer, 5′-AAAGCCTGGAAGAAGGAGGTC-3′.

### cDNA array and IPA pathway analysis

Total RNA from the lungs was reverse transcribed to cDNA. The cDNA was purified and transcribed to biotinylated RNA, and then fragmented and hybridized to the Mouse Genome 430 2.0 GeneChip (Affymetrix). The chip was washed, stained and scanned with an Affymetrix GeneChip Scanner 3000 7G. Data on each lung were obtained from each mouse. The raw data-containing CEL file was further analyzed by Partek software. The selected genes for pathway analysis were chosen under twofold change-correlated *P*-value (<0.05), and IPA software was used for pathway analysis. Raw data were deposited in the Gene Expression Omnibus (GEO) and are available with the accession number GSE119649.

### GSEA

The gene expression data generated by RNA sequencing were analyzed using GSEA 4.0. Significantly enriched gene sets are shown under the following parameters: gene set database, mh.all.v2023.1.Mm.symbols.gmt; number of permutations, 1000; Collapse/Remap to gene symbols, Collapse; permutation type, gene_set; chip platform, Mouse_AFFY_Mouse430_MSigDB.v2023.1.Mm.chip; enrichment statistic, Classic; metric for ranking genes, Diff_of_Classes. The remaining parameters were maintained at their default values.

### Kaplan–Meier survival analysis

For survival analysis, the KM Plotter, an online database containing gene expression data and overall survival information on lung adenocarcinoma patients, was used (Györffy et al., 2013). Patients were grouped according to auto-selection of the best cut-off. *P*<0.05 was considered statistically significant. The multivariate Cox proportional hazards regression model to test the independent value of each gene among confounding factors including histology, stage and gender was performed according to the default parameter of KM Plotter.

### Cytokine array

Total protein from lung tissues was extracted by T-PER Tissue Protein Extraction Reagent (Thermo Fisher Scientific, 78510) and ultrasound sonication for 10 s three times (Ultraschallprozessor, UP50h). In each cytokine array reaction, 500 ng protein was used, according to the users' manual from the Mouse Cytokine Antibody Array C3 kit (Raybiotech, AAM-CYT-3-4).

### Adipokine array

A Proteome Profiler™ Array Mouse Adipokine Array Kit (R&D Systems, ARY013) was used to detect 38 different adipokines in mouse serums. Samples were centrifuged before mixing with a cocktail of biotinylated detection antibodies. All steps in the product datasheet were followed. Each sample's signal (relative density) was normalized to the positive control's signal. Detailed procedures were according to the commercial manual.

### Cell culture

CL1-0 (RRID, No. CVCL_3871), PC9 (RIKEN BRC, No. RCB0446) and H3255 (NCI-DTP, No. NCI-H3255) cells were cultured in Gibco RPMI1640 (Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (FBS; Merck Millipore, TMS-013-BKR), 100 units/ml penicillin, 100 µg/ml streptomycin, 0.25 µg/ml amphotericin B (Thermo Fisher Scientific, 15240062) and 2 mM L-glutamine (GeneTeks, GT-SLG100) at 37°C and 5% CO_2_. Cells were free of mycoplasma, as detected by a Mycoplasma Detection Kit (BioSmart, BSMP101).

### MTS assay

The proliferation of CL1-0, PC9 and H3255 cells was detected by CellTiter 96^®^ AQueous Non-Radioactive Cell Proliferation Assay (Promega, G3580). Three thousand cells per well were initially seeded in 96-well plates. After 24 h incubation, fresh medium containing different concentrations of CRP (Sigma-Aldrich, AG723-M) was replaced in these seeding wells. Following another 24 h incubation, the medium was replaced with a solution containing MTS and PMS. Subsequently, the cells were incubated for 1 h in the incubator, and absorbance at 490 nm was recorded by an ELISA plate reader (Molecular Devices, SpectraMax iD3). Detailed procedures were according to the commercial manual.

### Invasion assay

BD Matrigel Matrix (BD Biosciences, 356234; 50 µl) was coated onto the upper chamber of each insert. For CL1-0 and PC9 cells, 1.2×10^4^ cells were trypsinized and seeded in the upper chamber with 100 µl culture medium containing 1.5% FBS, in the presence or absence of CRP. In the case of H3255 cells, 6×10^4^ cells were trypsinized and seeded in the upper chamber with 100 µl culture medium containing 1.5% FBS with or without CRP. The lower chamber was filled with 700 µl culture medium containing 10% FBS. Following a 48 h incubation at 37°C, the membranes were fixed using a 5% formaldehyde solution and subsequently stained with Crystal Violet (Sigma-Aldrich, C0775).

### Wound-healing assay

CL1-0 and PC9 cells were seeded in 12-well plates to confluence. Cell monolayers were scratched with a 200 µl tip, followed by medium removal, washing, and addition of fresh medium in the presence or absence of CRP. H3255 cells were seeded in a Culture-Insert 2 Well (ibidi, 80206) to confluence. Cells were cultured at 37°C for 14 h (CL1-0), 10 h (PC9) and 22 h (H3255), and photographed by inverted microscopy at 0 h and the final hour. Wound areas were measured using ImageJ software.

### Statistical analyses

Graphs were prepared using GraphPad Prism 8 software. Statistical analyses were conducted using unpaired two-tailed Student's *t*-test between two groups and reported as mean±s.d., except for data in Fig. 1C, which were analyzed using two-way ANOVA and reported as mean±s.d. *P*<0.05 was considered significant.

## Supplementary Material

10.1242/dmm.050360_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: High-fat diet induces C-reactive protein secretion, promoting lung adenocarcinoma via immune microenvironment modulation
**Source:** Dis Model Mech. 2023 Nov 9;16(11):dmm050360. doi: 10.1242/dmm.050360
**Supplement:** Supplementary information

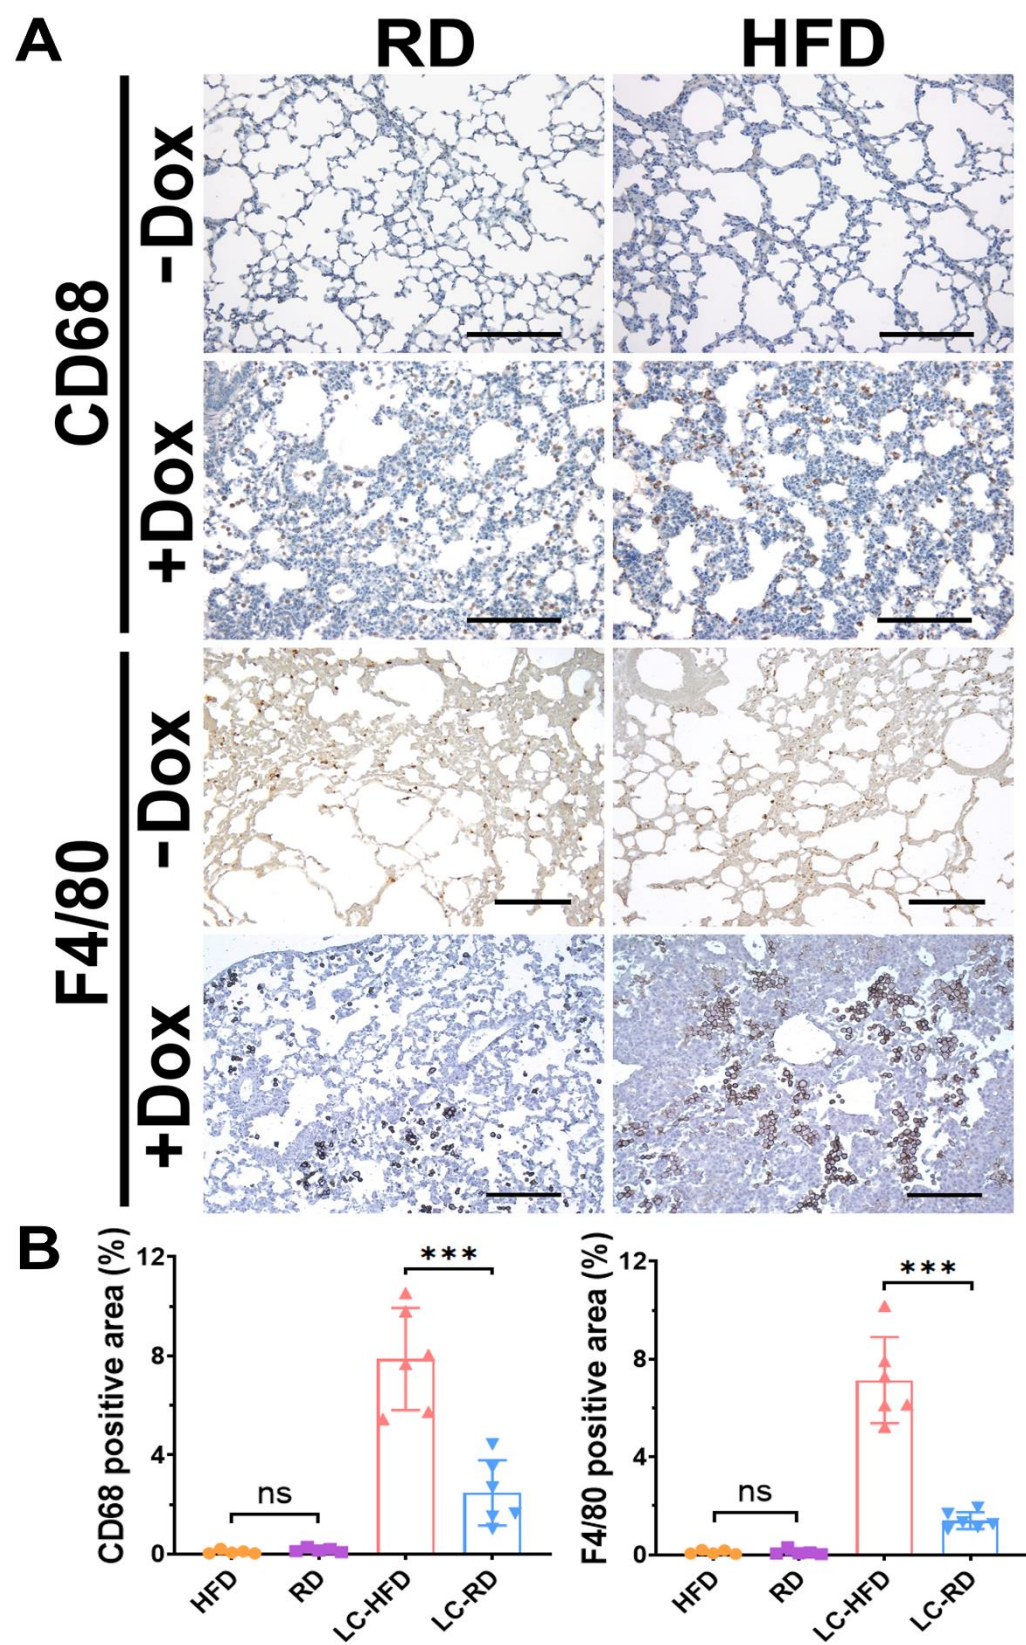

**Fig. S1. Immunohistochemical staining for macrophages in lung cancer tissues.**

(A) Lung cancer tissue sections from HFD, RD, LC-HFD, and LC-RD groups were performed immunohistochemical staining by CD68 and F4/80 antibodies. +Dox represents transgenic mice with lung cancer induction by doxycycline treatments (LC) while -Dox represents transgenic mice without doxycycline treatments for lung cancer induction. (B) Quantification of CD68 or F4/80 positive cells. (n=6 for each group). RD, regular diet; HFD, high-fat diet. Scale bar represented 200  $\mu$ m. Results are shown as mean  $\pm$  SD, and a two-tailed Student's *t*-test was used for statistical analysis. \*\*\*,  $p < 0.001$ ; ns, not significant.

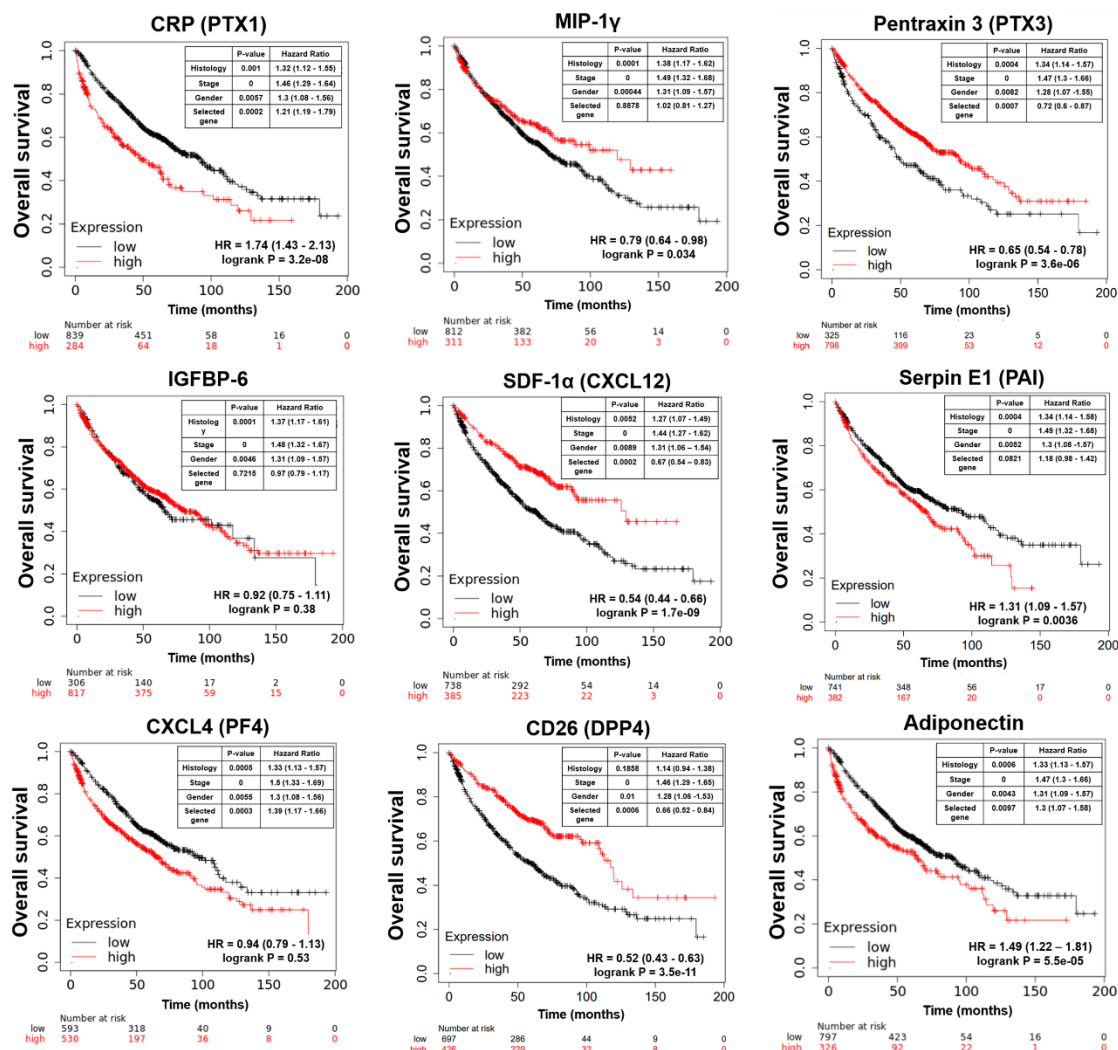

**Fig. S2. Kaplan-Meier survival analysis in various cytokines and adipokines expression.**

Prognostic prediction power for overall survival of the cytokines and adipokines. The survival data were analyzed using Kaplan-Meier Plotter (<http://kmplot.com/analysis/index.php>) with multivariate Cox proportional hazards regression analysis. The patients were grouped according to the auto-selection of the best cut-off. The  $p < 0.05$  was considered statistically significant. HR, hazard ratio.

**Table S1. A list of differentially expressed genes in high-fat diet (HFD)-induced lung cancer tissue.**

**Table S2. Results of IPA analysis for potential signaling pathways investigation.<sup>a</sup>**

<sup>a</sup>The genes from cDNA expression array a with fold changes of more or less than two were analyzed by IPA software for potential signaling pathways prediction. Twenty-six significant canonical pathways were identified based on the criteria p-value < 0.05 and z-score > 2 or < -2.

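Table S2 gives for each pathway a p value for how many of its molecules were among the changed genes, and a z-score for their direction. A positive z-score means that the molecules mostly changed the way they would if the pathway were active, and a negative one the opposite. Cholesterol biosynthesis has a negative z-score, and its genes were counted here as a list on the same 6 samples, which is not independent evidence. Of 20 genes, 11 were lower, 1 was higher and 8 did not pass by limma (13 lower and 1 higher when adjusted over the list alone). Sqle, which makes squalene epoxidase, fell from 8.26 ± 0.0376 to 7.26 ± 0.0599 (standard error of the difference 0.0721, adjusted p = 0.000345). Tm7sf2, a sterol reductase, fell by 1.03, and Sc5d, a sterol desaturase, fell by 1.01 on its brightest probe set with a range up to 0.16. Insig1, which holds back sterol synthesis and is itself a target of SREBP, fell by 0.94. The list had a median of −0.37 and a camera adjusted p of 2.87e-05 (adjusted p = 0.111 with an estimated correlation).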

How the deposited data were processed for this re-analysis (not part of the article)

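Lung RNA of 3 LC-HFD and 3 LC-RD mice was measured with 1 Affymetrix mouse genome array for each mouse, and the legend of Fig. 3 gives 3 independent mouse lungs per group. Total RNA was reverse transcribed, transcribed to biotinylated RNA, fragmented, hybridized and scanned by the authors. The authors deposited 1 table of log2 values, with 1 value per probe set and array and no pooling of mice. The submitters' processing notes name GCRMA, which corrects background from probe sequence and normalizes across arrays, and the paper names Partek software for the raw files. The version and settings of GCRMA are not given in the sources used here. The scale was checked on the values, whose medians lie between 4.79 and 4.84 on every array and whose differences match the log2 of the folds in Table S1. No other column per sample was left unused (0).

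Every array gave a value for all 45101 probe sets. Between 34.9% and 36.2% of probe sets had a log2 value of at least 6 on each array. The median SD between mice of a group was 0.137 in LC-HFD and 0.0944 in LC-RD, and the 3 arrays per group limit the precision. No array was left out.

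The values were not normalized again. The 64 control probe sets were kept apart and 45037 were tested. Probe sets were joined to genes through the platform's annotation, and 34754 symbols were updated through the Entrez ID. A probe set got a gene name only when it belongs to exactly 1 gene. Members of lists that have no such probe set were not analyzed.

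The groups were compared with limma 3.58.1 in R 4.3.3 (a linear model per probe set and a moderated test with default settings, two-sided), with Benjamini-Hochberg adjustment over the 45037 probe sets. A probe set was called at an adjusted p under 0.05 and a change over 2-fold. Principal components were computed on centered, unscaled values of those probe sets. Clustering used 1 minus Pearson's correlation of centered values with average linkage, over called probe sets and over all. Gene lists were tested with camera, two-sided, at a preset correlation of 0.01, on the probe set with the highest mean log2 value of each of 18193 genes. Lists of at least 5 measured genes were tested, 52 of 54, with adjustment over all of them. Members were counted by adjusted p over all probe sets and adjusted over the list alone. The hallmark sets named in the paper were not at hand, so the lists are others of the same names, written from general knowledge. Control probe sets were averaged per array and compared with an exact permutation test, whose smallest two-sided p is 0.1 for 3 against 3. RNA integrity was measured as the 3' minus 5' signal of 4 control genes.

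Thresholds, lists, the tests of the paper's results and all alternatives but 1 were fixed before the data were examined. Most tests of explanations in the closing section were chosen later, as stated there. The lists were written after Fig. 3 and Tables S1 and S2 had been read. Those come from the same 6 samples, so no test of a list is fully independent evidence. Named genes are taken from the 10 largest increases and 10 largest decreases among called probe sets of exactly 1 gene whose groups do not overlap, the genes the paper names or draws, and up to 4 members of each list with the largest change. Values of Table S1 had been seen when that rule was written. For molecules of Table S2 and the networks, the paper's probe set and the gene's brightest probe set were both read.

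Alternatives were the methods' t-test with Benjamini-Hochberg adjustment, an intensity trend with robust variance, array weights, quantile normalization, median centering, minimum mean log2 values of 4 and 6, no fold threshold, a replicate block, the 3' minus 5' signal as a covariate, genes in place of probe sets and each array left out in turn. Lists were also tested with an estimated correlation, with the median over all probe sets of a gene, with Reactome sets and with a running-sum test in the style of GSEA (1000 gene permutations). An alternative with a pseudocount did not apply because the values are already log2. A count of genes with at least 1 called probe set was added after the data were seen.

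The steps were tested on simulated data with 3 against 3 arrays and known changes before use. By adjusted p alone 99 of 100 probe sets shifted by 1.5 log2 units and 84 of 100 shifted by 0.75 passed, with 6 false calls. With the 2-fold threshold the numbers were 99, 1 and 0. Figures were drawn with Python 3.11.15, matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3. Assays of the paper other than the arrays were not analyzed.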

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

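The comparisons under other splits of the arrays and with matched random lists were chosen before the result was seen. The use of control probe sets, RNA integrity and other probe sets of a gene to test explanations was chosen only after it. The fits with the 3' minus 5' signal as a covariate had been planned as alternatives. The count of called probe sets whose gene's other probe set has the same sign had been planned too. LC-HFD and LC-RD arrays can be split 3 against 3 in 10 ways, so the share of splits that do as well is never under 0.1. For called probe sets 1 of 10 splits, the real one, reached 781, and the highest other split had 0. For gene lists 1 of 10 splits, again the real one, reached 19 lists, and the highest other split had 6. Splits of the arrays cannot tell a diet difference from another difference between these 2 sets of mice, because both follow the real split.

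Control transcripts that do not come from the mouse differed between the groups, by 1.48 for hybridization controls and −0.42 for poly-A controls, and 18S rRNA differed by −4.92. Hybridization controls do not come from the mouse, so diet cannot have changed them directly. Their 1.48, against SDs of 0.0254 and 0.0168, shows that the arrays of the 2 groups were spiked, hybridized, scanned or processed differently. Which of these steps differed was not tested. A single scale factor left on each array is not a likely explanation, because it would move both kinds of control the same way. The poly-A controls moved by −0.42. All 18 hybridization probe sets passed between the groups, and no group holds arrays of both kinds. For the mouse genes, diet and array handling therefore cannot be told apart. Arrays of both groups spiked and hybridized together would separate them.

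Cell cycle genes of the list of 69 were lower in LC-HFD with a median of −0.61. The Reactome set of 376 genes had a median of −0.19, with 142 lower and 22 higher. The tests that follow were run on the list of 69 only. A shift that depends on signal level is not a likely explanation, since the lowest 2.5% of 10000 random lists matched on level began at −0.16 and the lowest reached −0.26. With the 3' minus 5' signal as a covariate the median stayed at −0.62. That fit cannot exclude a difference in RNA integrity, because the signal itself differed between the groups. The difference was −0.08 over 4 control genes and −0.09 over beta-actin and Gapdh. Each had an exact permutation p of 0.1, the smallest possible. A change in dividing cells with the diet remains possible, and so does a difference between the 2 sets of arrays, which a median of −0.61 cannot separate. By qPCR the paper reports higher Mki67 RNA in LC-HFD lungs, the opposite of the −0.55 on the arrays. That conflict was not resolved here, so the direction of any diet effect stays open.

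Called probe sets often belong to genes whose other probe sets moved less. Where another probe set of the gene had a mean log2 value of at least 6, as for 277 called probe sets, the median change was 1.22 for the called and 0.28 for the other, and 219 (79.1%) had the same sign. Because calls select large changes, they were also made on 2 against 2 arrays and read on the pair left out, where the called gave 1.18 and the other 0.30 (medians over 9 pairs, ratio 0.238 to 0.283). That argues against an equal change along the whole transcript, and 0.27 where the other was the brighter one (0.25 with all arrays) argues against dimness. The called probe sets may read part of the transcripts, such as introns or long 3' ends, which these arrays do not test. A difference in handling between the 2 sets of arrays that acts on some probe sets more than on others remains open too. The pairs left out cannot separate it, because each held 1 LC-HFD and 1 LC-RD array.

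Several groups of genes that the paper does not discuss also passed. Their medians were −0.28 for fatty acid synthesis, −0.27 for immediate early genes, −0.46 for glucocorticoid-induced genes, 0.15 for imprinted genes, 0.15 for nuclear-retained and noncoding RNA, 0.16 for MHC class II, 0.26 for MHC class I and 0.99 for 2'-5' oligoadenylate synthetases. Among markers of cell types they were −0.37 for platelets, −0.44 for club cells, 0.31 for goblet cells, −0.22 for ciliated cells, −0.34 for lymphatic endothelium, −0.26 for fibroblasts and −0.58 for mesothelium. For each of these lists the mean of all 3 LC-HFD lungs lay beyond that of every LC-RD lung, as it also did for many lists that did not pass. With an estimated correlation 0 of 52 lists passed, with camera adjusted p from 0.0553 upward, while 19 passed with the preset one. The lists were written after the paper's results on the same 6 samples had been read. Fos, Dusp1 and Rgs1 of the immediate early list, for example, have a probe set in Table S1. These tests are therefore not fully independent evidence.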

How the results depend on the processing

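Among called probe sets tested again, 0 changed sign in another setting of the fit. The counts of called probe sets, 302 higher and 479 lower of 781, moved most without a fold threshold, to 5116, 6143 and 11259 (higher, lower, both). At a mean log2 value of at least 6 they were 148, 139 and 287, so the excess of lower ones was lost. Counted by the brightest probe set of each gene they were 110, 195 and 305. The count of higher genes with at least 1 called probe set, an alternative added after the data were seen, was 201. With 1 array left out they were 301 to 318, 432 to 567 and 747 to 883.

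Of the 781 calls, 724 were kept by the methods' t-test, 717 with quantile normalization, 755 with median centering, 742 with array weights, 553 with the 3' minus 5' signal as a covariate and 672 to 724 with 1 array left out.

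By adjusted p alone the counts were 5116 higher, 6143 lower and 11259 in all. They fell to 1099, 1577 and 2676 with the covariate, and 3320 were higher at a mean log2 value of at least 6. With 1 array left out the ranges were 2526 to 5479, 3256 to 6069 and 5816 to 11548. The lowest higher count came without LC-RD replicate 1 and the lowest total without LC-RD replicate 2 (5850 without replicate 1).

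Neither labels nor paper say that replicate numbers pair mice. The correlation between arrays of the same number, after group means were removed, was −0.0431, −0.0930 and −0.0303, so no pairs were used, and a replicate block gave 779 called probe sets, 301 higher and 478 lower.

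The share of the first component, 64.0%, was 47.5% with scaled values, 83.3% at a mean log2 value of at least 6 and 62.1% to 70.4% with 1 array left out.

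The IFN-α list lost its call with an estimated correlation (adjusted p = 0.254), as did the cell cycle list (0.0553). The IFN-γ list passed with quantile normalization (0.0168), at a mean log2 value of at least 6 (0.00260), with the covariate (0.0435), with the running-sum test (0.0207) and with the Reactome set (0.0104), and ranged from 0.0424 to 0.269 with 1 array left out. For IL-6/JAK/STAT3 the first 4 of these gave 0.0249, 0.00870, 0.0370 and 0.0480, and 1 array left out 0.0293 to 0.127. Complement and coagulation passed only at a mean log2 value of at least 6 (0.0124). The running-sum test also passed the NRF2 list and lost the imprinted, noncoding RNA and MHC class II lists. Over all lists, 8 higher and 11 lower became 0 and 0 with an estimated correlation, 5 higher with the median over probe sets, and 15 higher and 5 lower at a mean log2 value of at least 6, where only 39 of the 52 lists could be tested.

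Of molecules of Table S2, 27 were called over 2-fold on the probe set of Table S1 and 11 on the brightest, and Ppp2r5e, Mapk6, Prkce, Ppp2r2d and Prkaca changed sign, the last 2 without passing on the brightest. The 3' minus 5' signal differed by −0.08 on average over 4 control genes, by −0.26 for transferrin receptor and by 0.12 for pyruvate carboxylase. Of 274 probe sets of named genes 236 passed, and 152 kept their call in every setting in which they were tested, since dim probe sets were not tested above a minimum level.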

Differences from the paper's values

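The paper counts 519 genes and its Table S1 holds 519 probe sets, where 781 probe sets were called here. The gap is under 1.5 times with the methods' t-test (724), median centering (777), a mean log2 value of at least 4 (704) and without LC-HFD replicate 2 (765), LC-RD replicate 1 (777) or LC-RD replicate 2 (747). Counting genes with at least 1 called probe set, chosen after seeing the values, gives 541 but leaves out 110 of the 519 entries of the table. Table S1 also lists 1 control probe set.

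The paper's text gives 298 upregulated and 221 downregulated genes, while its Table S1 marks 221 probe sets up and 298 down. Here 302 were higher and 479 lower. All 519 probe sets have the direction of Table S1 in the deposited values, so the 2 numbers in the text appear exchanged. Against the paper's 221 downregulated genes only the count by brightest probe set (195) comes within 1.5 times. Against the table's 298 the methods' t-test (431), a mean log2 value of at least 4 (426), leaving out LC-RD replicate 2 (432) and the later count of genes (342) do.

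Of the 519 entries 460 change over 2-fold in the deposited values, although the paper's criterion is a change greater than 2-fold. The fold in the table is 0.670 to 1.30 times the fold here, within 10% for 427, and the 2 correlate at 0.997. In Table S1 2 entries have a corrected p above 0.05. The smallest corrected p there is 2.95e-08, against 1.20e-05 here. Of the 322 probe sets called here and missing from the table, 134 have no single gene symbol.

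Of 25 pathways read from Table S2, 8 have a z-score of exactly 2 or −2, where the paper's criterion is above 2 or under −2.

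The paper reports positive enrichment of IFN-γ response, complement and IL-6/JAK/STAT3 signaling, and camera did not pass these lists (adjusted p = 0.105, 0.190 and 0.0590). The lists are not the hallmark sets, and a running-sum test in the style of GSEA passed IFN-γ and IL-6/JAK/STAT3 but not complement and coagulation (adjusted p = 0.292).

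The paper states that only APOBEC3 was upregulated, and Apobec2 also passed here (log2 difference 0.60).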

Other observations

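The lists in this part were also written after the paper's results on these samples had been read. Many of the genes that respond quickly to stress and to glucocorticoids were lower in LC-HFD lungs, and a few were higher. Of 26 immediate early genes 12 were lower, 3 higher and 11 did not pass by limma (14 lower and 3 higher when adjusted over the list alone), and Gadd45g, a gene of DNA damage responses, fell by 1.48. Camera gave an adjusted p of 0.000127, or adjusted p = 0.148 with an estimated correlation. Of 24 glucocorticoid-induced genes 13 were lower, 3 higher and 8 did not pass (15 lower and 3 higher over the list alone), among them the arrestin-like gene Arrdc3 (−1.72), the kinase gene Sgk1 (−1.27) and Ddit4 (−1.15), an inhibitor of mTOR (camera adjusted p = 0.000308; adjusted p = 0.171 with an estimated correlation). Fatty acid synthesis had 8 lower genes of 16 and 0 higher (9 lower over the list alone), and the desaturase genes Fads2 (up to −0.42 on its other probe sets) and Fads1 fell by 0.96 and 0.63 (camera adjusted p = 0.000896; adjusted p = 0.151 with an estimated correlation).

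Some genes that present antigen were higher. Of 12 genes of MHC class I presentation 6 were higher, 0 lower and 6 did not pass (8 and 0 over the list alone), and Nlrc5, which switches on class I genes, rose by 0.68 and Tapbp by 0.54 (camera adjusted p = 0.000737; adjusted p = 0.171 with an estimated correlation). Of 10 genes of MHC class II presentation 3 were higher, 1 lower and 6 did not pass (the same higher and lower over the list alone), with Cd74 up by 0.63 (0.0359; adjusted p = 0.325 with an estimated correlation). Of 7 oligoadenylate synthetases 4 were higher and 0 lower (the same over the list alone; camera adjusted p = 0.00961; adjusted p = 0.171 with an estimated correlation). Imprinted genes were higher for 8 of 23 and lower for 2 (the same over the list alone), with Rian up by 1.24, Dlk1 by 1.50 (0.36 on its other probe set) and Mirg by 1.72 from 3.26, close to background (camera adjusted p = 0.0232; adjusted p = 0.171 with an estimated correlation). Of 11 nuclear-retained and noncoding RNAs 4 were higher and 1 lower (5 and 1 over the list alone; 0.0232; adjusted p = 0.283 with an estimated correlation). With the running-sum test the MHC class II, imprinted and noncoding lists did not pass (adjusted p = 0.0806 for each). Over all alternatives they ranged from 0.00418 to 0.325, 0.0108 to 0.171 and 0.00602 to 0.283.

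Markers of airway and connective tissue cells also moved. Of 15 club cell genes 9 were lower and 1 higher (the same over the list alone), with Gsta3 at −1.43, Sox2 at −1.16 and Cbr2 at −0.93, in the cells in which CC10 is active (camera adjusted p = 0.00526; adjusted p = 0.171 with an estimated correlation). Of 9 goblet cell genes 3 were higher and 0 lower (the same over the list alone), with the mucus genes Muc5b at 0.46 and Clca1, which read 2.31 in LC-RD, close to background (1.91, and 0.15 on its other probe set) (0.0232; adjusted p = 0.175 with an estimated correlation). Of 19 ciliated cell genes 6 were lower and 0 higher (7 and 0 over the list alone), with Tmem212 at −0.72 (0.0232; adjusted p = 0.171 with an estimated correlation). Lymphatic genes were lower for 4 of 7 and higher for 0 (4 and 1 over the list alone), with Lyve1, a receptor for hyaluronan, at −1.54 (0.0232; adjusted p = 0.254 with an estimated correlation). Fibroblast genes were lower for 9 of 18 and higher for 2 (the same over the list alone), with the matrix genes Abi3bp at −1.45 and Ogn at −1.40 (0.0171; adjusted p = 0.216 with an estimated correlation). Mesothelial genes were lower for 7 of 9 and higher for 1 (the same over the list alone), with Gpm6a at −0.80 (0.00675; adjusted p = 0.171 with an estimated correlation). Platelet genes were lower for 8 of 12 and higher for 0 (the same over the list alone), with Tubb1, the tubulin of platelets, at −1.42 (0.00484; adjusted p = 0.254 with an estimated correlation). In whole lung these counts describe the mix of tissue, and many of the genes are expressed by more than 1 cell type.

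Macrophage genes did not pass as a list, with 9 of 29 higher, 1 lower and 19 not passing (9 and 2 over the list alone; camera adjusted p = 0.137; 0.0196 to 0.462 over all alternatives). The paper stained CD68 and F4/80 protein, counted positive cells and reports a high association of macrophages with lung cancer progression under HFD. RNA of whole lung is a different measure and does not count stained cells. Ccl9, Mmp12 and Marco (0.77) rose, while Cd68 gave 0.11 (adjusted p = 0.290) and Adgre1, which encodes F4/80, −0.00 (adjusted p = 0.975). The median of this list was −0.02 and its mean 0.24, and for alveolar macrophage, neutrophil, alveolar type I, alveolar type II and neuroendocrine genes the median, the mean and the test also differ in sign. T cell, NK cell and B cell genes did not pass either (0.833, 0.652 and 0.637), nor did genes of hypoxia (0.0967; 0.0196 to 0.475 over all alternatives), of the unfolded protein response (0.527), of the circadian clock (0.216) and of NRF2 (0.0523). The running-sum test passed the NRF2 list as lower (0.0207; 0.0106 to 0.403 over all alternatives).

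The arrays hold genes that the paper measured with other assays. The paper reports higher Mki67 RNA in LC-HFD lungs by qPCR, and on the arrays Mki67 was lower (−0.55, adjusted p = 0.00406). Nkx2-1, which encodes TTF-1, rose by 1.26 (5.58 ± 0.147 to 6.84 ± 0.0709, adjusted p = 0.000408). Of genes on the paper's antibody arrays, Ccl9 rose by 1.83 (adjusted p = 3.72e-05; 1.43 on its other probe set) and Cxcl12 by 0.34 (adjusted p = 0.0348; other probe sets down to 0.07), while Igfbp6 (−0.35, 0.0229), Pf4 (−0.33, 0.0221) and Ptx3 (−0.77, 0.00510; −0.07 on its other probe set) were lower. Dpp4 gave 0.21 (0.0563; other probe sets down to −0.38) and did not pass. Adipoq passed with 0.70 (0.0240) at 3.32 against 2.62, and Crp did not (0.35, 0.185) at 2.69 against 2.34, both close to background.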
